# Benefits of global mutant huntingtin lowering diminish over time in a Huntington’s disease mouse model

**DOI:** 10.1172/jci.insight.161769

**Published:** 2022-10-24

**Authors:** Deanna M. Marchionini, Jeh-Ping Liu, Alberto Ambesi-Impiombato, Kimberly Kerker, Kim Cirillo, Mukesh Bansal, Rich Mushlin, Daniela Brunner, Sylvie Ramboz, Mei Kwan, Kirsten Kuhlbrodt, Karsten Tillack, Finn Peters, Leena Rauhala, John Obenauer, Jonathan R. Greene, Christopher Hartl, Vinod Khetarpal, Brenda Lager, Jim Rosinski, Jeff Aaronson, Morshed Alam, Ethan Signer, Ignacio Muñoz-Sanjuán, David Howland, Scott O. Zeitlin

**Keywords:** Neuroscience, Neurodegeneration

## Abstract

We have developed an inducible Huntington’s disease (HD) mouse model that allows temporal control of whole-body allele-specific mutant huntingtin (m*Htt*) expression. We asked whether moderate global lowering of m*Htt* (~50%) was sufficient for long-term amelioration of HD-related deficits and, if so, whether early m*Htt* lowering (before measurable deficits) was required. Both early and late m*Htt* lowering delayed behavioral dysfunction and mHTT protein aggregation, as measured biochemically. However, long-term follow-up revealed that the benefits, in all m*Htt-*lowering groups, attenuated by 12 months of age. While early m*Htt* lowering attenuated cortical and striatal transcriptional dysregulation evaluated at 6 months of age, the benefits diminished by 12 months of age, and late m*Htt* lowering did not ameliorate striatal transcriptional dysregulation at 12 months of age. Only early m*Htt* lowering delayed the elevation in cerebrospinal fluid neurofilament light chain that we observed in our model starting at 9 months of age. As small-molecule *HTT*-lowering therapeutics progress to the clinic, our findings suggest that moderate m*Htt* lowering allows disease progression to continue, albeit at a slower rate, and could be relevant to the degree of m*HTT* lowering required to sustain long-term benefits in humans.

## Introduction

Huntington’s disease (HD) is a progressive autosomal dominant neurodegenerative disorder that is caused by the expansion of a CAG repeat within the huntingtin (*HTT*) gene that encodes an expanded polyglutamine (polyQ) tract in the HTT protein. Although treatments delaying onset and progression of HD are not yet available, several *HTT*-lowering strategies are already under clinical evaluation. Phase 1b/2a–3 clinical trials testing the efficacy of antisense oligonucleotides (ASOs) targeting either total *HTT* expression (tominersen, Roche/Ionis: ClinicalTrials.gov; NCT03761849) or selective m*HTT* expression (WVE-120101 and -2, Wave Life Sciences: NCT03225833 and NCT03225846) were halted in March 2021 prior to reaching their planned end points (1), but other clinical trials using an AAV5-miHTT vector for *HTT* lowering delivered to the caudate and putamen are currently in phase 1/2a trials (AMT-130, uniQure; NCT04120493), and phase 1/2b trials of small-molecule *HTT*-splicing modulators that reduce *HTT* pre-mRNA levels are either underway (PTC Therapeutics; PTC518) or will soon begin (Novartis, LMI070; branaplam).

To complement clinical trials, animal models can be used to address several critical questions that remain unanswered about *HTT*-lowering therapeutic strategies. First, it is currently unclear which HTT species and how much HTT need to be lowered. It is not known whether m*HTT* needs to be selectively lowered (as opposed to total *HTT*) since HTT protein has roles in multiple biological processes and loss of WT HTT function may counterbalance the benefits of m*HTT* lowering or induce safety liabilities. KO of *Htt* in the mouse is embryonic lethal, and conditional KO of *Htt* in adult mice can produce gross anatomical disturbances in the periphery (2, 3). Furthermore, not all clinical candidates lower the alternatively processed *HTT1a* transcript, which encodes a pathogenic protein (4). Importantly, it is unclear how much m*HTT* lowering is required to slow disease progression. Previous studies with limited brain distribution of total *Htt* or allele-specific m*Htt* lowering greater than 50% have shown attenuation of discrete phenotypes in HD rodent models (5–17).

Second, it is unknown whether therapeutic benefit requires m*HTT* suppression throughout the nervous system or the entire body, or if lowering in specific CNS circuits will suffice for maintaining motor, cognitive, and psychiatric function, as individuals with HD present with peripheral comorbidities (18) and HD mouse models display peripheral alterations (19–21) that might not improve following nervous system lowering of m*HTT*. Cre-mediated excision of m*HTT* in both striatal and cortical neurons in the bacterial artificial chromosome transgenic HD mouse model (BACHD) showed significant preservation of striatal synaptic function, behavioral readouts, and brain volume compared with BACHD mice. In contrast, Cre excision of m*HTT* in either striatal or cortical neurons alone only partially preserved function in the BACHD mice (16). Although region-specific lowering of m*HTT* is expected to benefit cell-autonomous neuronal function, functional improvements will likely require targeting more than just the striatum.

Third, it is unclear if there is a critical time period during which *HTT* lowering should begin and how much m*HTT* lowering is required to slow disease progression long-term. To date, HD clinical trials with *HTT*-lowering therapeutics have used symptomatic participants, although changes in the brains of individuals with HD prior to the appearance of symptoms have been documented (22–27). In addition, embryonic cortical development is altered by m*HTT* expression in both HD–knock-in mouse models and humans (17, 28–30). Thus, it will be important to determine the disease stage at which *HTT*-lowering interventions need to begin and to define biomarkers that respond to *HTT-*lowering therapeutic agents. While it is difficult to compare different *HTT*-lowering interventions due to differing mechanisms of action, off-target effects, regional distribution patterns, and differential *HTT* lowering in individual cells, it is not yet known whether long-term moderate reduction in m*HTT* expression levels (~40%–50%, similar to the lowering achieved by HTT-lowering modalities currently in clinical trials) will be sufficient to sustain long-term phenotypic benefits in aged animals (5–17).

To begin to address these questions, we generated an inducible HD–knock-in mouse model, LacQ140, in which the expression of m*Htt* can be regulated by adding or withdrawing the lactose analog isopropyl β-D-1-thiogalactopyranoside (IPTG) in their drinking water or chow, using an established *Lac* operator/repressor system (31, 32). We found that early m*Htt* lowering greatly delayed formation of mHTT protein inclusion bodies (IBs), ameliorated behavioral and transcriptional dysregulation, and delayed the increase of neurofilament light chain (NFL) levels in cerebrospinal fluid (CSF) that the model exhibited at 9 month of age. However, all of these benefits were attenuated by 12 months of age. Late m*Htt* lowering did not improve transcriptional dysregulation, and behavioral benefits were diminished at 12 months of age, suggesting that earlier m*Htt* lowering would be more beneficial.

## Results

### Characterization of the LacQ140 HD model.

To generate a *LacO*/*LacIR*-regulatable HD mouse model, we first inserted *Lac* operator sequences within the *Htt* promoter flanking the transcriptional start site in our Q140-Htt HD mouse model (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.161769DS1). We then crossed these mice with a transgenic line, Tg^ACTB-lacI*Scrb^ (31), ubiquitously expressing a modified version of the *E*. *coli* *Lac* repressor gene to obtain *Htt^LacQ140/+^* LacIR (LacQ140) progeny. The default state of the LacQ140 mouse is global repression of m*Htt* due to *Lac* repressor binding to the *Lac* operators. The continuous administration of IPTG starting from E5 interrupts the binding between the *Lac* repressor and operators, resulting in a derepressed state and in maximal expression of m*Htt* in LacQ140 that is comparable with the levels of m*Htt* expression in *Htt^LacQ140^* and *Htt^140Q^* mice (Figure 1A and Supplemental Figure 1, B–D).

To evaluate the kinetics of m*Htt* lowering, brain and peripheral tissues were collected for RNA and protein analyses from 6-month-old LacQ140 mice at 0, 3, 6, 10, 15, 20, and 25 days following IPTG withdrawal. Maximal repression of m*Htt* mRNA levels was attained within 3 days following IPTG withdrawal (Supplemental Figure 1B), while maximal mHTT protein reduction was observed 15 days following IPTG withdrawal (Supplemental Figure 1C). By 25 days after IPTG withdrawal, a reduction in mHTT in the cortex (46%), striatum (47%), cerebellum (27%), hippocampus (35%), liver (68%), pancreas (68%), white adipose tissue (21%), brown adipose tissue (38%), and gonads (33%) was observed (Figure 1B). These results demonstrate that moderate global mHTT lowering can be achieved ~2 weeks after IPTG withdrawal in this mouse model.

### Consistent repression of mHtt in all ages examined.

We confirmed that the *Lac* operator–repressor system was functional and responsive to IPTG for the duration of our experiments. We monitored the expression of mHTT protein in the cerebellum, a brain region with low levels of mHTT aggregation, obtained from 6- to 12-month-old mice by MSD assay. Maximum derepression was achieved with IPTG treatment and resulted in equal and full expression of mHTT in the LacQ140 mice at 6, 9, and 12 months, demonstrating that IPTG was able to disrupt repressor-operator binding regardless of age. Mice with no IPTG (LacQ140_A) or IPTG removed at 2 or 8 months of age (LacQ140_2M or LacQ140_8M) exhibited a similar reduction in mHTT protein at all ages examined, demonstrating that operator-repressor binding was consistent throughout age (Supplemental Figure 2A).

We also examined whether there were sex differences in the extent of m*Htt* lowering by evaluating m*Htt* transcript levels in the cerebellum from 6- to 12-month-old mice with early and late m*Htt* lowering using quantitative PCR (qPCR). We found that the *Lac* repressor performed equally well in lowering m*Htt* expression in both sexes at all ages examined (Supplemental Figure 2B).

### Htt1a transcript was lowered following IPTG withdrawal.

To examine whether the *Htt1a* transcript levels were also lowered following IPTG withdrawal, we first confirmed that, at 6 months of age, *Htt1a* transcript was present in the cortex of LacQ140 and not in WT mice, as measured by probes to intron 1 before the first cryptic poly(A) site (*I*_1_-*pA*_1_) and to intron 1 sequences after this but before the second cryptic poly(A) site (*I*_1_-*pA*_2_) (33). *Htt1a* transcript levels were significantly reduced in the cortex of LacQ140_2M mice. As a control for contaminating Htt pre-mRNA, there were no differences in levels of incompletely spliced intron 1 transcripts that did not terminate at cryptic poly(A) sites in any groups, as measured by probes to the 3′ end of intro 1 (I_1_-3′ ) and within intron 3 (I_3_) (Supplemental Figure 3).

### Early mHtt lowering ameliorated high-content behavioral deficits.

To examine the effects of early versus late m*Htt* lowering on LacQ140 HD mouse model phenotypes, cohorts of mice with early m*Htt* lowering (LacQ140_A, lowering from conception; LacQ140_2M, lowering started at 2 months of age) or late m*Htt-*lowering LacQ140_8M, lowering started at 8 months of age), and WT controls (Tg^ACTB-lacI*Scrb/+^ [with or without continuous IPTG treatment starting at E5]) were followed until 12 months of age (Figure 1C).

Unbiased high-content behavioral profiling with SmartCube, NeuroCube, and PhenoCube (34–37) platforms was used to evaluate the consequences of m*Htt* lowering on HD mouse model behavioral deficits. We first calculated the overall discrimination between the WTs and LacQ140 groups by testing the 6 groups within the same decorrelated ranked feature analysis (DRFA). This 6-group DRF space captures differences due to age and to phenotype and its progression; it, therefore, can be interpreted as providing “aging” and “disease” orthogonal axes (Figure 2A). We observed a robust discrimination between the LacQ140 groups and WT groups in a 6-group cloud analysis, where the 3 test ages were considered in the same analysis. At 6, 9, and 12 months of age, there was a 64.8%, 72.2%, and 72.0% difference, respectively, in features between WT and LacQ140 mice, demonstrating that this HD mouse model has measurable behavioral dysfunction by 6 months of age. This dimensionality reduction approach clearly separated age and disease effects along approximately orthogonal axes, and this separation was consistent with disease progression across test ages, as the age of each experimental group progressed along 1 axis. There was significant disease progression between 6 and 9 months of age that was lost between 9 and 12 months (Figure 2A).

The 6-group space allows for testing the effect of m*Htt*-lowering manipulation in terms of disease and age axes, by projecting each of the m*Htt*-lowered groups into this space. At 6 months of age, the LacQ140 and LacQ140_A groups showed a discrimination of 52.9%. The difference between LacQ140 and LacQ140_A groups was somewhat lower at the older ages (47.5% and 32.7% at 9 and 12 months of age, respectively; Figure 2B). The discriminations between the LacQ140 and LacQ140_2M groups were 42.3%, 46.2%, and 31.0% at 6, 9, and 12 months of age, respectively (Figure 2C). The discriminations between the LacQ140 and LacQ140_8M groups were 66.7% and 30.4% at 9 and 12 months of age, respectively (Figure 2D). Of note, the LacQ140_8M group at 9 months of age appeared relatively less aligned with the other 2 corresponding target and reference clouds at 9 months of age (Figure 2); this could reflect the confounding effect of 1 less exposure to the cube testing for this experimental group. Further statistical analyses were done to understand if the discrimination between the m*Htt*-lowered groups and the LacQ140 declined with age (Figure 2). While early 2-month m*Htt* lowering did not reveal a significant decline in behavioral discrimination throughout age, always-lowered and late m*Htt* lowering, revealed a significant reduction in discrimination from the LacQ140 group between 9 and 12 months of age, demonstrating that the behavioral deficits were delayed but not halted with *mHtt* lowering. Top features are presented in Supplemental Table 1; we selected 1 feature to plot as an example. The LacQ140 mice exhibited increased immobility at 6 and 12 months of age. Early m*Htt* lowering increased mobility, compared to LacQ140, at 6 months of age only (Supplemental Figure 4).

### mHtt lowering delayed mHTT protein aggregation.

To examine the effect of m*Htt* lowering on mHTT protein aggregate formation, different brain regions were isolated from all groups of mice at 6, 9, and 12 months of age. Soluble mHTT protein was detected using the antibody pair 2B7-MW1 in an MSD platform, while mHTT aggregation was detected with the antibody pair MW8-4C9 (38).

In the striatum, all m*Htt*-lowered mouse groups exhibited significantly less (33%–70%) soluble mHTT, compared with the LacQ140 at each time point (Figure 3A). mHTT aggregation was reduced by 59%–83% in mice with early m*Htt* lowering at 6 months of age and was still reduced by 41%–47% at 12 months of age, suggesting a delay but not a halt in aggregation with moderate m*Htt* lowering. Late m*Htt* lowering also reduced striatal mHTT aggregation by 19% at 12 months (Figure 3B). Since the MSD assay likely cannot detect large mHTT IBs, we further characterized mHTT aggregation by IHC using the PHP2 antibody (39) on striatal sections (Figure 3C). At 6 months of age, LacQ140 mouse striatum exhibited strong diffuse nuclear PHP2 immunoreactivity (PHP2-ir), as well as nuclear and extranuclear IBs, while low levels of diffuse nuclear PHP2 staining were detected in some striatal neurons in early m*Htt*-lowering groups. By 12 months of age, large nuclear IBs and numerous extranuclear IBs were found in the LacQ140 striatal neurons, while fewer nuclear IBs were detected in the neurons of early m*Htt*-lowered groups. Quantification revealed a significant delay in formation of nuclear and extranuclear mHTT IBs with early m*Htt* lowering (33%–45% less nuclear IBs and 89% less extranuclear IBs compared with the LacQ140 mice); in contrast, late lowering did not result in a significant reduction in striatal IBs (Figure 3, D and E).

We also examined the effect of m*Htt* lowering on mHTT aggregate formation in the cortex and thalamus and found a significant reduction in mHTT aggregation in both early and late m*Htt*-lowered mice using the MSD assay. Compared with the striatum, a more substantial reduction in mHTT aggregation was detected in the cortex (79%–91% reduction in the early m*Htt*-lowering groups and a 70% reduction in the late m*Htt-*lowering group) and in the thalamus (53%–67% reduction in all m*Htt*-lowering groups; Supplemental Figure 5). IHC examination using the PHP2 antibody revealed a very slow progression in mHTT IB accumulation in the cortex, CA1 region of the hippocampus, and thalamus, even at 12 months of age, demonstrating that these brain regions exhibit much slower kinetics in mHTT aggregation, compared with the striatum. Few, if any, IBs were detected in these brain regions in the early m*Htt*-lowering groups, while fewer IBs were observed in the late m*Htt*-lowering group, compared with the LacQ140 mice (Supplemental Figure 6).

### mHtt lowering delayed transcriptional dysregulation in the striatum and cortex.

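RNA-Seq was carried out on 217 libraries, 107 from striatum and 110 from cortex, with 100 libraries at 6 months and 117 at 12 months. WT mice without IPTG, WT mice given IPTG (WT + IPTG), LacQ140 mice kept on IPTG, and LacQ140_A and LacQ140_2M mice were sequenced at both ages, and LacQ140_8M mice at 12 months. IPTG keeps the lac repressor off the knocked-in allele, so that LacQ140 mice express m*Htt*, and the allele is repressed from conception (LacQ140_A) or from the age of 2 or 8 months, when IPTG is withdrawn. Each group held 10 mice, 5 females and 5 males, except that the 12-month striatum of the WT, LacQ140 and LacQ140_8M groups held 9 mice each, 4 females and 5 males. The authors deposited expected counts, the estimated number of reads per gene, without normalization, for 54532 genes, of which 54495 matched an annotated gene by identifier (GENCODE vM21, on the GRCm38 build). Of the nonzero values 26.14% were not whole numbers, and values were rounded before testing. Groups were tested against each other within one tissue and age. Every 6-month library stood in one table and every 12-month library in another, so that age and processing cannot be separated where values of the 2 ages are set side by side. All groups of one tissue and age were fitted together with edgeR's quasi-likelihood test after TMM normalization, with group as the only term, on every gene with at least 1 count. This left 35808 and 35386 genes in the 6- and 12-month striatum, and 35987 and 34493 genes in the 6- and 12-month cortex. A gene was called when its Benjamini-Hochberg adjusted p-value was under 0.05 and its fold change was at least 20% in either direction. A log2 fold change is given below with the standard error that its test statistic implies, and an adjusted p-value is from this test unless another is named.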

To assess the effect of m*Htt* lowering on the progression of LacQ140 transcriptional dysregulation, we performed RNA-Seq on the striatum and cortex isolated at 6 and 12 months of age. First, we compared the striatal and cortical transcriptomes from WT mice ± IPTG at 6 and 12 months of age to examine whether continuous IPTG treatment alone could influence gene expression. IPTG treatment affected the expression of 253 genes in the striatum and 356 genes in the cortex at 6 months of age, with 58 genes shared by the 2 tissues. 

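In the 6-month striatum, 209 genes differed between WT + IPTG and WT mice (n = 10 each), of which 136 rose and 73 fell with IPTG. Cortex had 219 such genes at 6 months, 90 risen and 129 fallen. The 2 lists shared 40 genes, each changed in the same direction in both tissues, where 1.35 shared genes would be expected from the sizes of the lists. Both tissues came from the same mice, so the lists are not independent. More than 1.35 shared genes could therefore arise without a response to IPTG. The risen gene with the smallest p-value in striatum was *Ly6a* (ENSMUSG00000075602, chromosome 15, 74994877 to 74998031), at 48.8 ± 5.82 CPM (mean ± SD) with IPTG and 35.2 ± 5.7 without it. Its log2 fold change was 0.47 (SE 0.075, adjusted p = 0.00064). The fallen gene with the smallest p-value was *Tdrp* (ENSMUSG00000050052, chromosome 8, 13952008 to 13975032), at 33.9 ± 3.8 CPM with IPTG and 45.7 ± 3.26 CPM without, a log2 fold change of -0.43 (SE 0.071, adjusted p = 0.00064). In cortex, *Nrros* (ENSMUSG00000052384, chromosome 16, 32142785 to 32165594) rose from 6.56 ± 1.41 to 10.6 ± 1.43 CPM (log2 fold change 0.70, SE 0.108, adjusted p = 0.00024). *Camp* (ENSMUSG00000038357, chromosome 9, 109847379 to 109849617) had the smallest p-value among the fallen genes of the cortex (log2 fold change -6.69, SE 0.927, adjusted p = 3.8e-06), but 1 WT library (WT M4) alone, at 48.2 CPM, set its mean, and no WT + IPTG library was above 0.13 CPM. With only the WT and WT + IPTG libraries in the fit, rather than all groups of the tissue and age, 126 genes were called in striatum and 150 in cortex. Without WT M3 the striatal count was 112, and the cortical count was 103 without WT M5 and 330 without WT F4.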

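At 12 months, 77 genes differed between WT + IPTG (n = 10) and WT (n = 9) striatum, 48 risen and 29 fallen. In the cortex (n = 10 each) 0 genes passed the threshold, although 2001 genes had an unadjusted p-value under 0.05, and the lists of the 2 tissues therefore shared 0 genes. Without WT + IPTG F1 the striatal count was 1, and without WT + IPTG M4 it was 412; in 16 of the 57 fits that each left out 1 library it moved by over 1.5 times. The risen gene with the smallest p-value in striatum was *Hspa1b* (ENSMUSG00000090877, chromosome 17, 34956436 to 34959238; log2 fold change 1.73, SE 0.326, adjusted p = 0.013). Its level in the WT + IPTG libraries ranged from 1.15 to 25.1 CPM, against 1.33 to 4.06 CPM in WT, and its reads cannot be fully told from those of its close paralog *Hspa1a*. In the cortex the genes with the smallest p-values were *Spred1* (ENSMUSG00000027351, chromosome 2, 117121374 to 117182279; log2 fold change 0.32, SE 0.071, adjusted p = 0.168) and *Tmem145* (ENSMUSG00000043843, chromosome 7, 25306106 to 25316195; log2 fold change -0.61, SE 0.128, adjusted p = 0.168).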

At 12 months of age, 191 genes in the striatum and 17 genes in the cortex were affected, with no shared genes (Supplemental Table 2). 

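Of the genes that differed between LacQ140 and WT + IPTG mice, 118 of 2840 in the 6-month striatum, 49 of 3340 in the 12-month striatum and 29 of 317 in the 6-month cortex also responded to IPTG in WT mice of the same tissue and age. In the 12-month cortex this held for 0 of 31 genes, since no gene had passed the IPTG comparison there.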

To control for the effect of IPTG on the cortical and striatal transcriptomes, these genes were excluded from all subsequent analyses.

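The LacQ140 signature of a tissue and age was taken as the genes called between LacQ140 and WT + IPTG mice, the contrast that the fold changes in Supplemental Table 3 follow, after the genes that responded to IPTG there were taken out. Named genes are, besides those the paper names, the 2 risen and the 2 fallen genes with the largest fold change per tissue and age among those with a mean of at least 1 log2 CPM and with no overlap between the LacQ140 and the WT + IPTG libraries.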

We next compared genes that were differentially expressed in the LacQ140 and WT ± IPTG striatal and cortical transcriptomes at 6 or 12 months of age using an FDR adjusted *P* < 0.05 and a fold change of at least 20% in either direction to identify LacQ140 transcriptionally dysregulated genes (Supplemental Figure 7 and Supplemental Table 3). In the striatum, we found 2,711 genes that were transcriptionally dysregulated at 6 months and 2,989 genes at 12 months, with 1,192 genes affected at both ages, defining a LacQ140 HD striatal signature of 4,508 dysregulated genes. 

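In the 6-month striatum the LacQ140 signature held 2722 genes, 1387 risen and 1335 fallen, with a median absolute log2 fold change of 0.42. At 12 months it held 3291 genes, 1606 risen and 1685 fallen, with a median of 0.49. The ages shared 1218 genes, against 265.0 expected from the sizes of the lists, and 1215 of them changed in the same direction. Genes called at either age numbered 4795. With no bound on the fold change, the alternative that moved these counts most, 4066 and 4896 genes were called. DESeq2 in place of edgeR called 2673 and 3128 genes, of which 2594 and 3081 were also called by edgeR. At 6 months *Gpx6* (ENSMUSG00000004341, chromosome 13, 21312125 to 21319624) fell from 11.9 ± 2.17 CPM in WT + IPTG to 2.75 ± 0.4 CPM in LacQ140 mice (log2 fold change -2.11, SE 0.16, adjusted p = 1.7e-15; SD, n = 10 each). *Ddit4l* (ENSMUSG00000046818, chromosome 3, 137621612 to 137628333) fell from 32.0 ± 5.29 to 10.4 ± 2.33 CPM (log2 fold change -1.63, SE 0.096, adjusted p = 3.8e-20). *Npcd* (ENSMUSG00000089837, chromosome 15, 79789675 to 79834237) rose from 1.38 ± 0.42 to 4.09 ± 1.22 CPM (log2 fold change 1.55, SE 0.255, adjusted p = 8.4e-06); it overlaps *Nptxr* and *Cbx6* on the same strand, and how shared reads were assigned is not known. *Abhd1* (ENSMUSG00000006638, chromosome 5, 30950066 to 30955091) rose from 2.64 ± 0.39 to 6.78 ± 0.7 CPM (log2 fold change 1.36, SE 0.146, adjusted p = 2.4e-10); it overlaps *Preb* on the other strand and lies on the chromosome of *Htt*.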

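At 12 months the largest changes in striatum were those of *Wt1*, *Sfmbt2*, *Gpx6* and *Tmprss6*. *Wt1* (ENSMUSG00000016458, chromosome 2, 105126529 to 105173616) lay at 0.09 ± 0.06 CPM in WT + IPTG (SD, n = 10) and 4.78 ± 0.99 CPM in LacQ140 mice (SD, n = 9), a log2 fold change of 5.70 (SE 0.223, edgeR adjusted p = 7.1e-32). *Sfmbt2* (ENSMUSG00000061186, chromosome 2, 10370510 to 10595253), whose introns hold several microRNA genes, rose from 1.58 ± 0.28 to 6.05 ± 1.0 CPM (log2 fold change 1.94, SE 0.112, adjusted p = 1.3e-22). *Gpx6* fell from 12.1 ± 3.35 to 0.78 ± 0.24 CPM (log2 fold change -3.97, SE 0.196, adjusted p = 5.7e-26). *Tmprss6* (ENSMUSG00000016942, chromosome 15, 78439667 to 78468634) fell from 8.39 ± 4.05 to 1.28 ± 0.62 CPM (log2 fold change -2.71, SE 0.233, adjusted p = 5.8e-15). Total *Htt* (ENSMUSG00000029104, chromosome 5, 34761740 to 34912534), in which the counts do not part the mutant from the WT allele, was at 111 ± 10.9 CPM in LacQ140 and 146 ± 11.2 CPM in WT + IPTG mice at 12 months (log2 fold change -0.40, SE 0.069, adjusted p = 9e-06). At 6 months it was at 102 ± 10.9 and 111 ± 11.5 CPM (log2 fold change -0.12, SE 0.067, adjusted p = 0.283).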

In the cortex, 650 genes at 6 months and 164 genes at 12 months were dysregulated, with 25 genes shared at both ages (Supplemental Figure 8A and Supplemental Table 3).

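The cortical signature held 288 genes at 6 months, 120 risen and 168 fallen, and 31 genes at 12 months, 8 risen and 23 fallen, with 9 genes at both ages. All 9 changed in the same direction, and 0.3 shared genes would be expected. The median absolute log2 fold change was 0.40 at 6 months and 0.66 at 12 months. These counts depended on single libraries: without WT + IPTG M3 the 6-month count was 141, and the 12-month count was 15 without WT + IPTG M1 and 47 without WT + IPTG M5. *Abhd1* rose in cortex too, from 1.9 ± 0.42 to 5.94 ± 0.42 CPM at 6 months (SD, n = 10 each; log2 fold change 1.65, SE 0.176, adjusted p = 1.4e-08). *Cirbp* (ENSMUSG00000045193, chromosome 10, 80165985 to 80172786) rose from 85.9 ± 12.5 to 121 ± 9.83 CPM (log2 fold change 0.50, SE 0.083, adjusted p = 0.00059). *Chordc1* (ENSMUSG00000001774, chromosome 9, 18292125 to 18317442) fell from 35.7 ± 2.97 to 24.7 ± 3.41 CPM (log2 fold change -0.53, SE 0.142, adjusted p = 0.046), and a pseudogene overlaps it. *Rpp40* (ENSMUSG00000021418, chromosome 13, 35893472 to 35906359) fell from 3.78 ± 0.42 to 2.8 ± 0.15 CPM (log2 fold change -0.44, SE 0.087, adjusted p = 0.0043). At 12 months *Cldn14* (ENSMUSG00000047109, chromosome 16, 93919031 to 94008837) rose from 1.02 ± 0.23 to 2.89 ± 0.64 CPM (log2 fold change 1.49, SE 0.192, adjusted p = 6.1e-07). *Smim3* (ENSMUSG00000038059, chromosome 18, 60474191 to 60501987) fell from 42.5 ± 6.8 to 25.4 ± 4.64 CPM (log2 fold change -0.74, SE 0.133, adjusted p = 0.0018). For these and the other named genes of the cortex each group held 10 mice. Total *Htt* differed by -0.36 on the log2 scale at 6 months (SE 0.072, adjusted p = 0.0043) and by -0.14 at 12 months (SE 0.13, adjusted p = 0.786).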

To determine the probability that m*Htt* lowering attenuates LacQ140 transcriptional dysregulation on a gene-by-gene basis, we developed a posterior probability-based (PP-based) method to assign a reversal probability (RP) for each gene under different m*Htt*-lowering scenarios. The RP represents the probability of preventing or reversing transcriptional dysregulation. 

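The RP was computed here from the DESeq2 log2 fold changes and standard errors of the disease effect (LacQ140 against WT + IPTG) and of the treatment effect (a lowering group against LacQ140), over the signature that DESeq2 called. Each pair of effects was spread over a grid of 121 by 121 normal quantiles, which were weighted again by the normal density, as the paper describes. The normal thus enters 2 times, and the spread is narrower than the standard errors give. Exact integration avoids this and gave lower or equal shares. The ratio of the treatment to the disease effect was classed as super reversal under -1.3, full reversal from -1.3 to -0.7, partial reversal from -0.7 to -0.3, negligible from -0.3 to 0.3, and exacerbation above 0.3. A gene counted as reversed when the probability of a negligible ratio was under 0.05 and a reversal class was the most likely. The same LacQ140 libraries entered both effects, so that noise in them counts as disease in the first and as its reversal in the second. To measure this, the LacQ140 mice were split 6 times at random into 2 subsets, 1 for each effect, and, as a reference without treatment, the second subset took the place of the treated group. This reference was set against the first subset, so both of its effects share those libraries, as the separate subsets do not.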

Comparing the numbers of reversed genes (fully, partially, and super-reversed genes) in each m*Htt*-lowering scenario revealed that continuous m*Htt* lowering from conception attenuated transcriptional dysregulation in the striatum and cortex at 6 months of age. 

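In the 6-month striatum of LacQ140_A mice, 786 of the 2673 signature genes were reversed (29.41%, 95% Wilson interval 27.71% to 31.16%), of which 521 fully, 227 partially and 38 in excess of the disease effect, while 2 were exacerbated. With the bounds of the negligible class at -0.2 and 0.2, the share was 41.53%, and with exact integration of the normal distributions in place of the grid it was 21.06%. With separate LacQ140 subsets for the 2 effects the share was 26.15% on average (21.12% to 36.79% over 6 draws), and a held-back LacQ140 subset in place of a treated group gave 3.15% (1.06% to 5.66%). In the 6-month cortex 75 of 380 genes were reversed (19.74%, 16.05% to 24.03%). There, separate subsets gave 9.78% (7.63% to 14.44%) and a held-back subset gave 6.54% (2.08% to 20.0%), so the cortical share lay within the range seen without a treatment. Intervals cover counting over genes only, and genes are not independent. By edgeR, 674 genes differed between LacQ140_A and LacQ140 striatum at 6 months, 465 risen and 209 fallen, and no library left out moved this count outside 531 to 746. As in every lowering comparison, LacQ140 mice were on IPTG and the lowered mice were off it. IPTG-responsive genes were not taken out of these counts, which may thus include an effect of IPTG. *Gpx6* was higher by 1.69 on the log2 scale in LacQ140_A than in LacQ140 striatum (SE 0.162, adjusted p = 2e-11) and *Ddit4l* by 1.14 (SE 0.096, adjusted p = 5e-13), while *Npcd* fell by 0.99 (SE 0.244, adjusted p = 0.012). *Abhd1* did not move (log2 fold change -0.06, SE 0.135, adjusted p = 0.947). In the 6-month cortex 3 genes differed, named after their values were seen: *Gh* (log2 fold change 5.08, adjusted p = 0.0033), *Prl* (4.76, adjusted p = 0.03) and *Kank4* (0.36, adjusted p = 0.03). *Gh* was highest in the library of LacQ140_A M1, without which 0 genes were called, and *Prl* in that of LacQ140_A F1; without LacQ140_A M5 there were 13.

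**Figure D1:**
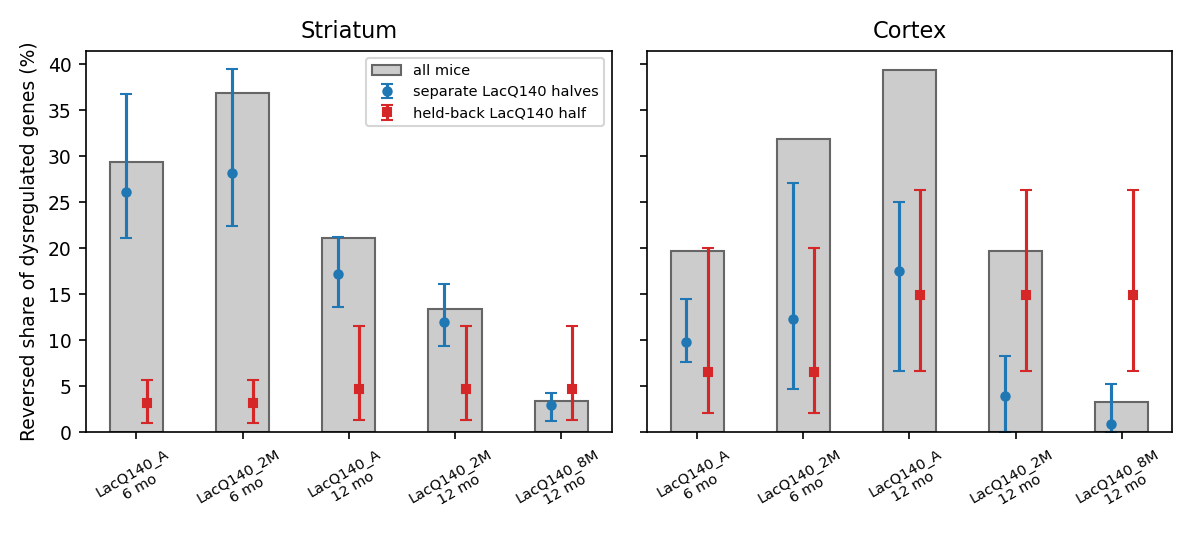
Percent of the LacQ140 signature genes reversed in each lowering group, by tissue and age, with all LacQ140 mice in both effects, with separate LacQ140 subsets (mean and range over 6 draws) and for a held-back LacQ140 subset as the treated group (mean and range). In striatum the shares of the early-lowered groups with all mice, 13.4% to 36.89%, lie above the held-back ranges, which reach 5.66% at 6 months and 11.5% at 12 months.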

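At 12 months, 662 of the 3128 striatal signature genes were reversed in LacQ140_A mice (21.16%, Wilson interval 19.77% to 22.63%), or 8.66% fully, 12.37% partially and 0.13% in excess. Separate LacQ140 subsets gave 17.16% (13.63% to 21.26%), and the held-back subset gave 4.68% (1.39% to 11.5%). In the 12-month cortex 24 of 61 genes were reversed (39.34%, 28.07% to 51.88%), a share taken over far fewer genes than at 6 months. With separate subsets the cortical share was 17.57% (6.67% to 25.0%), against 14.89% (6.67% to 26.32%) for the held-back subset. With 1 subset in both effects it was 44.72% (26.67% to 63.16%), above the range of the held-back reference, which shares libraries in the same way. The subset signatures held only 8 to 20 genes, so all these cortical shares are coarse. By edgeR, 322 genes differed from LacQ140 in the 12-month striatum, 199 risen and 123 fallen, and 15 genes in the 12-month cortex, 13 risen and 2 fallen; without LacQ140_A F4 the cortical count was 1. With only the LacQ140_A and LacQ140 libraries in the fit, the cortical count was 1896, 1117 risen and 779 fallen. *Wt1* was lower in LacQ140_A than in LacQ140 striatum by 1.72 on the log2 scale, at 1.45 ± 0.4 CPM (SD, n = 10; edgeR adjusted p = 1.7e-15). *Gpx6* was higher by 1.85 (SE 0.222, adjusted p = 1.5e-08), and *Smim3* in the cortex by 0.74 (SE 0.133, adjusted p = 0.0069). *Smim3* was among the 40 genes that responded to IPTG in both tissues at 6 months. LacQ140_A mice had no IPTG, so an effect of IPTG on *Smim3* stays open.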

Although the effect in the striatum diminished at 12 months of age, there was an increase in the percentage of genes with increased RP in the cortex (Figure 4A). It is notable that there is minimal overlap in cortical dysregulated genes between 6 and 12 months of age (Supplemental Figure 8A), suggesting different pathway dysregulation at different stages; very early m*Htt* lowering may be sufficient to more robustly slow transcriptional dysregulation in the cortex. 

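By DESeq2, whose signatures carry the RP, the 2 cortical signatures of 380 and 61 genes shared 14 genes, each changed in the same direction, against 0.7 expected. Over these 14 genes the reversed share in LacQ140_A cortex was 14.29% at 6 months and 21.43% at 12 months, 2 and 3 genes. The counts on long transcripts differed between the ages in cortex: across 13537 genes, the change in log2 CPM from 6 to 12 months fell with transcript length (Spearman's rho -0.64; genes are not independent replicates), with a median of 1.12 for transcripts up to 1000 nt and -1.56 for those over 8000 nt. In striatum the same relation was weaker and of the opposite sign (rho 0.411 across 13467 genes).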

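In LacQ140_2M striatum, 986 of 2673 signature genes were reversed at 6 months (36.89%, Wilson interval 35.08% to 38.73%), 527 fully, 448 partially and 11 in excess. At 12 months 419 of 3128 were reversed (13.4%, 12.25% to 14.63%), 163 fully and 256 partially. Separate LacQ140 subsets gave 28.15% (22.46% to 39.48%) at 6 months and 12.03% (9.36% to 16.14%) at 12 months; the lower end of the second range lies under the highest held-back value of 11.5%. In cortex 121 of 380 genes were reversed at 6 months (31.84%, 27.36% to 36.69%) and 12 of 61 at 12 months (19.67%, 11.63% to 31.31%). With separate subsets these shares were 12.29% (4.66% to 27.08%) and 3.98% (0% to 8.33%), within or under the range of the held-back subset at the same age, apart from the upper end at 6 months. With 1 subset in both effects they were 40.48% (35.42% to 46.11%), above the held-back range, and 32.46% (13.33% to 42.11%), which overlaps it. At 12 months the subset signatures held only 8 to 20 genes. By edgeR, 450 genes differed from LacQ140 in striatum at 6 months, 252 risen and 198 fallen, and 215 at 12 months, 165 risen and 50 fallen. In the 6-month cortex 0 genes differed, with 3498 at an unadjusted p-value under 0.05, and 29 risen genes differed at 12 months; without LacQ140_2M M5 the count was 10. *Gpx6* was higher than in LacQ140 striatum by 1.16 on the log2 scale at 6 months (SE 0.164, adjusted p = 2.9e-06) and by 1.42 at 12 months (SE 0.23, adjusted p = 6.8e-05), and *Wt1* differed by -0.98 at 12 months (SE 0.125, adjusted p = 1.5e-07).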

Lowering m*Htt* from 2 months of age also alleviated transcriptional dysregulation in both cortex and striatum at 6 months of age, but this benefit diminished in both brain regions by 12 months of age, indicating a delay but not a halt in the progression of transcriptional dysregulation. Late m*Htt* lowering resulted in minimal attenuation of transcriptional dysregulation in both the striatum and cortex at 12 months of age (Figure 4A and Supplemental Table 4).

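In LacQ140_8M mice 107 of the 3128 striatal signature genes were reversed at 12 months (3.42%, Wilson interval 2.84% to 4.12%), 67 fully and 40 partially, and 2 of the 61 cortical genes (3.28%, 0.9% to 11.19%). With separate LacQ140 subsets the shares were 3.02% (1.22% to 4.29%) and 0.88% (0% to 5.26%), the second over signatures of only 8 to 20 genes. A held-back LacQ140 subset gave 4.68% in striatum and 14.89% in cortex, so that by this measure no reversal beyond that seen without treatment was detectable at this number of mice. By edgeR 2 genes differed from LacQ140 in striatum, named after their values were seen: *Scn4b* rose by 0.35 on the log2 scale (SE 0.064, adjusted p = 0.03) and *Hcrt* (ENSMUSG00000045471) fell by 4.72 (SE 0.916, adjusted p = 0.041). *Hcrt* reached 19.3 CPM in 1 LacQ140 library and averaged 0.08 CPM in LacQ140_8M libraries. Without LacQ140_8M F4 the count was 0 and without LacQ140_8M M3 it was 3. In cortex 0 genes differed, with 977 at an unadjusted p-value under 0.05, and 1 gene without LacQ140_A F2. *Gpx6* (log2 fold change 0.58, SE 0.26, adjusted p = 0.864), *Tmprss6* (0.71, SE 0.274, adjusted p = 0.864), *Wt1* (-0.05, SE 0.12, adjusted p = 1) and *Sfmbt2* (0.02, SE 0.098, adjusted p = 1) did not differ from LacQ140 striatum. Total *Htt* of LacQ140_8M mice differed from LacQ140 in striatum by -0.001 on the log2 scale (SE 0.071, adjusted p = 1) and in cortex by -0.41 (SE 0.131, unadjusted edgeR p = 0.0026, adjusted p = 1 over all genes). In the early-lowered groups total *Htt* was lower than in LacQ140 by edgeR in both tissues at both ages, from -0.15 in 12-month LacQ140_2M striatum (SE 0.069, unadjusted p = 0.039) to -0.49 in 12-month LacQ140_A cortex (SE 0.131, unadjusted p = 0.00036). Of these only 12-month LacQ140_A striatum passed the correction over all genes (-0.25, SE 0.069, adjusted p = 0.049). *Htt* is a long transcript. Fold changes fell with transcript length in 12-month LacQ140_A cortex (Spearman's rho -0.437), LacQ140_2M cortex (-0.466) and LacQ140_A striatum (-0.267). A part of the fall in *Htt* may follow length there. In the other early-lowered comparisons rho was positive, from 0.047 to 0.31. For LacQ140_2M mice the paper reads its shares at both ages as a dysregulation that was delayed but not halted. For LacQ140_A mice it reports a smaller effect in striatum at 12 months, but a larger share in cortex. It describes the attenuation by late lowering, seen at 12 months only, as minimal.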

Examination of the RPs for the 4,508 striatal LacQ140 HD signature (combination of 6 and 12 months dysregulated striatal genes) revealed that, in the early m*Htt*-lowering groups, 42%–54% of the striatal LacQ140 dysregulated genes had a greater-than 95% chance of reversal at 6 months of age; however, the number of genes with an RP > 0.95 was greatly diminished by 12 months of age (27%–35%; Figure 4A and Supplemental Figure 8B).

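Over the 4599 striatal genes that DESeq2 called at either age, 30.75% were reversed in LacQ140_A and 34.36% in LacQ140_2M mice at 6 months. At 12 months these shares were 20.63% and 11.68%, and 4.0% in LacQ140_8M mice. Over the 427 cortical genes of either age, 18.27% and 31.15% were reversed at 6 months in LacQ140_A and LacQ140_2M mice, and 20.84%, 11.94% and 5.85% at 12 months in LacQ140_A, LacQ140_2M and LacQ140_8M mice. Over the 1202 striatal genes called at both ages, the 6-month shares were higher, at 46.67% in LacQ140_A and 51.91% in LacQ140_2M mice, and the 12-month shares were 22.88%, 7.57% and 1.0%.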

Previously, we established a 266 dysregulated striatal gene signature shared by multiple HD mouse models (40). These 266 genes were also dysregulated in our LacQ140 model. 

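The list holds 71 genes that rise and 195 that fall across the HD models, and all 266 were tested in the LacQ140 striatum. At 6 months 262 genes differed between LacQ140 and WT + IPTG mice (edgeR adjusted p under 0.05 over all genes tested, in the direction of the list), and 266 when adjusted over the list alone. At 12 months 262 differed over all genes tested, and 262 adjusted over the list alone. All 266 had the direction of the list at both ages, and 1 of the called genes at 6 months and 0 at 12 months changed by less than 20%. Across the alternatives run for this count it lay between 96.99% and 98.87% of the list at 6 months and was 98.5% in each at 12 months.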

When considering this multiple HD mouse model 266 gene signature, early m*Htt* lowering diminished transcriptional dysregulation by 71%–74% at 6 months of age and 31%–38% at 12 months of age, while late m*Htt* lowering had no beneficial effect (<1%) on ameliorating HD-associated gene expression changes at 12 months of age (Supplemental Table 5).

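Of the 262 list genes dysregulated at 6 months, 188 were reversed in LacQ140_A mice (71.76%, Wilson interval 66.02% to 76.86%; adjusted p under 0.05 against LacQ140 in the direction opposite to the list) and 159 in LacQ140_2M mice (60.69%, 54.66% to 66.41%). At 12 months 107 of 262 were reversed in LacQ140_A (40.84%, 35.06% to 46.88%), 69 in LacQ140_2M (26.34%, 21.37% to 31.98%) and 1 in LacQ140_8M mice (0.38%, 0.07% to 2.13%). With p-values adjusted over the list alone these were 87.4% and 87.4% of the dysregulated list genes at 6 months, and 74.81%, 57.63% and 3.44% (9 genes) at 12 months. Whatever their p-value, 98.47% and 98.09% of the dysregulated list genes moved opposite to the list at 6 months, and 97.71%, 93.89% and 80.15% at 12 months. The median gene recovered 78.5% of its disease effect in LacQ140_A and 65.6% in LacQ140_2M mice at 6 months, and 36.2%, 28.3% and 12.1% in LacQ140_A, LacQ140_2M and LacQ140_8M mice at 12 months. The same LacQ140 libraries enter both effects, which can raise the shares that moved opposite and the recovery, and the values without a treatment were not estimated for these measures. The genes kept by a filter on low counts gave the largest departures among the alternatives, with 65.78% reversed in LacQ140_2M at 6 months and 47.71% in LacQ140_A at 12 months. The list came from other HD models, so it was not chosen on these libraries.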

Enrichment analysis of gene ontology biological processes (GOBP) revealed that the gene sets most significantly overrepresented in the striatal LacQ140 dysregulated genes included genes associated with transmembrane transport, protein phosphorylation, synapse function, and transmembrane receptor protein tyrosine kinase signaling (Figure 4B). For each of these gene sets, the percentage of dysregulated genes, with expression changes attenuated by each m*Htt*-lowering scenario, was determined and presented in a radar plot (Figure 4C). These results demonstrate that, in the striatum, early m*Htt* lowering significantly sustained these cellular processes at 6 months of age (41%–62% RP in LacQ140_A and 57%–70% RP in LacQ140_2M), but the beneficial effects diminished with age, and by 12 months of age, 27%–38% RP in LacQ140_A and 22%–35% RP in LacQ140_2M was observed. In contrast, minimal attenuation (11%–13%) was achieved with late m*Htt* lowering when examined at 12 months of age.

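At 6 months each of the 7 genes plotted in Figure 5 was lower in LacQ140 than in WT + IPTG striatum (n = 10 each). *Scn4b* (ENSMUSG00000046480, chromosome 9, 45138395 to 45154152) differed by -0.69 on the log2 scale (SE 0.077, adjusted p = 7e-10), and *Penk* (ENSMUSG00000045573, chromosome 4, 4133531 to 4138819) by -0.72 (SE 0.053, adjusted p = 8.5e-16). *Pde10a* (ENSMUSG00000023868, chromosome 17, 8525372 to 8986648) differed by -0.60 (SE 0.078, adjusted p = 6.6e-08) and *Drd2* (ENSMUSG00000032259, chromosome 9, 49340627 to 49408177) by -0.45 (SE 0.083, adjusted p = 7e-05). *Drd1* (ENSMUSG00000021478, chromosome 13, 54051183 to 54055705) differed by -0.39 (SE 0.054, adjusted p = 1.7e-07), *Adcy5* (ENSMUSG00000022840, chromosome 16, 35154877 to 35305738) by -0.35 (SE 0.075, adjusted p = 0.00059) and *Ppp1r1b* (ENSMUSG00000061718, chromosome 11, 98348404 to 98357796) by -0.30 (SE 0.085, adjusted p = 0.012). Against LacQ140, all 7 genes were higher in LacQ140_A mice, from 0.30 for *Ppp1r1b* (adjusted p = 0.041) to 0.73 for *Scn4b* (adjusted p = 3.4e-10). In LacQ140_2M mice 6 of them were higher at the threshold, from 0.30 for *Adcy5* (adjusted p = 0.018) to 0.58 for *Scn4b* (adjusted p = 7.4e-07), while *Ppp1r1b* differed by 0.22 (adjusted p = 0.229). By RP class, *Adcy5* was super-reversed in LacQ140_A mice (probability 0.546) and the other 6 genes were fully reversed, with probabilities of full reversal from 0.671 for *Ppp1r1b* to 0.955 for *Scn4b*. In LacQ140_2M mice 6 genes were fully reversed, from 0.511 for *Ppp1r1b* to 0.900 for *Scn4b*, and *Penk* was partially reversed.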

An examination of specific examples of commonly dysregulated synaptic genes in HD revealed that early m*Htt* lowering had a significant probability of fully preserving *Pde10a*, *Drd1*, *Scn4b*, *Adcy5*, *Drd2*, and *Ppp1r1b* expression levels at 6 months of age, but this beneficial effect was diminished by 12 months of age. 

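At 12 months the same genes were lower in LacQ140 (n = 9) than in WT + IPTG striatum (n = 10) by edgeR, from -0.78 on the log2 scale for *Ppp1r1b* (SE 0.073, adjusted p = 1.4e-13) to -1.48 for *Scn4b* (SE 0.064, adjusted p = 4.7e-29). *Pde10a* differed by -1.10 (adjusted p = 4.4e-16), *Drd1* by -0.82 (adjusted p = 4.9e-13), *Drd2* by -0.86 (adjusted p = 5.9e-16), *Adcy5* by -0.91 (adjusted p = 3e-21) and *Penk* by -1.297 (adjusted p = 2.8e-22). In LacQ140_A mice *Scn4b* was higher than in LacQ140 by 0.54 (adjusted p = 4.6e-09), *Penk* by 0.49 (adjusted p = 9.2e-06), *Ppp1r1b* by 0.30 (adjusted p = 0.013) and *Adcy5* by 0.25 (adjusted p = 0.0045). *Pde10a* (0.31, adjusted p = 0.06), *Drd2* (0.25, adjusted p = 0.056) and *Drd1* (0.25, adjusted p = 0.107) did not reach the threshold in LacQ140_A mice. In LacQ140_2M mice *Scn4b* (0.60, adjusted p = 3.5e-10), *Penk* (0.42, adjusted p = 0.00028), *Adcy5* (0.34, adjusted p = 7.1e-05) and *Pde10a* (0.37, adjusted p = 0.015) were higher, and *Drd1* (0.27, adjusted p = 0.092), *Ppp1r1b* (0.22, adjusted p = 0.205) and *Drd2* (0.20, adjusted p = 0.236) were not. Only *Scn4b* was higher at the threshold in LacQ140_8M mice among the 7 genes; the other 6 lay between 0.10 for *Ppp1r1b* (adjusted p = 0.864) and 0.31 for *Pde10a* (adjusted p = 0.684). By RP class *Penk* and *Scn4b* were partially reversed in LacQ140_A mice and *Scn4b* in LacQ140_2M mice, and all 7 were negligible in LacQ140_8M mice. With the negligible class from -0.2 to 0.2, *Ppp1r1b* and *Adcy5* were also partially reversed in LacQ140_A mice, and *Pde10a*, *Drd1*, *Adcy5* and *Penk* in LacQ140_2M mice. With the covariance of the disease and treatment effects in the RP, *Penk* was negligible in LacQ140_A mice (overall reversal probability 0.927). *Scn4b* stayed partially reversed in both groups (0.956 in LacQ140_A and 0.995 in LacQ140_2M mice).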

Late m*Htt* lowering had no effect on attenuating the dysregulation of these genes (Figure 5).

### Early mHtt lowering delayed elevation of a neurodegeneration biomarker, neurofilament light chain.

In patients with HD, an increase in NFL levels in the plasma and CSF have been reported to correlate with the onset of clinical symptoms and to increase during disease progression (41–45). Previously, NFL was reported to increase in the CSF of the R6/2 mouse model (46); therefore, we examined NFL levels in the CSF from mice with and without m*Htt* lowering. We observed a significant increase in CSF NFL levels from the LacQ140 HD model at 9 months of age, compared with WT. Early m*Htt* lowering at 2 months of age resulted in significantly lower NFL levels, compared with the LacQ140 mice at 9 months of age; however, neither early nor late global m*Htt* lowering prevented an increase in NFL levels in the CSF by 12 months age (Figure 6).

## Discussion

Many *HTT*-lowering therapeutics have entered or are now approaching clinical trials, but there are outstanding questions that need to be resolved. We generated and characterized an inducible mouse model, LacQ140, that can be used to examine the effects of global, allele-specific m*Htt* lowering at different times throughout the lifespan of the animals. This system responds well to orally administered IPTG, enabling the tuning of m*Htt* expression up or down in an experimentally simple manner; suppression is widespread, enabling reversible m*Htt*-specific lowering studies that cannot be achieved with any other current approach. Binding of *Lac* repressor to the *Lac* operator results in 27%–47% mHTT protein lowering throughout the brain, specifically 46%–47% lowering in the striatum and cortex, and 21%–68% mHTT lowering throughout the periphery. In addition, the expression of both full-length and *Htt1a* transcript can be regulated at the same time. *Htt*-lowering studies, including this one, usually rely on bulk dissection and quantification of m*Htt* in each tissue, meaning that the results are an average from cells with differing degrees of m*Htt* lowering. m*Htt* lowering in this model is likely to be more homogenous due to the ubiquitous β-actin promoter that we used to drive LacIR expression; however, further studies using RNA or BaseScope technologies, as well as single-cell sequencing (47, 48), to track m*Htt* expression at the cellular level will provide more information. Our LacQ140 mouse model exhibited progressive accumulation of mHTT protein aggregates, transcriptional dysregulation, and high content behavioral dysfunction similar to that reported for the Q140 mouse model (34, 49, 50). In addition, our LacQ140 model exhibited an age-dependent increase in NFL in the CSF, which is consistent with reports in HD carriers where there is an increase in NFL in the CSF (41, 42, 44). In this study, the expression of m*Htt* was lowered throughout the entire body, starting from conception (LacQ140_A), at 2 months of age (LacQ140_2M), or at 8 months of age (LacQ140_8M). The earlier m*Htt-*lowering groups allowed us to follow the mice long-term, for 10–12 months after m*Htt* lowering. Early m*Htt* lowering substantially delayed behavioral dysfunction, mHTT protein aggregation, transcriptional dysregulation, and elevation of CSF NFL levels; however, these benefits attenuated over time.

Although biochemical mHTT MSD analysis demonstrated a significant reduction in both soluble and aggregated mHTT, in all brain regions and ages examined after early or late m*Htt* lowering, the degree of suppression of aggregated mHTT, compared with LacQ140, declined with time and age at m*Htt* lowering. IHC detection of mHTT aggregation demonstrated a similar pattern; there was a substantial reduction in nuclear and extranuclear mHTT IBs with early m*Htt* lowering, especially at 6 months of age. In the striatum, late m*Htt* lowering had no effect on nuclear IBs measured at 12 months of age. Accumulation of aggregated mHTT in the nucleus, whether diffuse or in IBs, results in transcriptional dysregulation (51, 52), and the significant delay in mHTT aggregation observed here with early m*Htt* lowering likely explains the significant delay in transcriptional dysregulation. Despite this delay, mHTT aggregation was ongoing, and by 12 months, there was sufficient accumulation of aggregated mHTT in the nucleus to correlate with transcriptional dysregulation. In contrast, behavioral deficits have been correlated with cytoplasmic and extranuclear aggregates (51–53). Since the entire life cycle of mHTT aggregation was delayed in our m*Htt*-lowered groups, including the formation of extranuclear IBs, the window to delay onset of behavioral dysfunction may be longer. Behavioral improvement was observed 1 month after late m*Htt* lowering, although this result was confounded by the fact that this group of mice did not go through the behavioral testing with the other groups of mice when they were 6 months old. For this group, there may be some behaviors influenced by the novelty of the cubes at the 9-month time point only. Nonetheless, in all m*Htt*-lowered groups, there was an attenuation in behavioral benefits over time, with a significant reduction in behavior measured at 12 months, compared with 9 months in the very early and late m*Htt*-lowering groups. Since the end point of these experiments was 12 months of age, a longer follow-up, perhaps up to 18 months of age, may be needed to determine if m*Htt* early lowering’s benefits completely disappear long-term.

Although early m*Htt* lowering delayed an increase of NFL in the CSF, neither early nor late moderate global m*Htt* lowering could prevent or reverse the increase of NFL in the CSF when measured at 12 months of age. This is consistent with CSF NFL correlating with disease onset but not tracking with disease progression (44).

The global m*Htt* lowering exhibited in our model will be useful in the preclinical phase for discovering biomarkers that can be used to assess the distribution of m*Htt* lowering; for example, PET imaging with [^11^C]-CHDI-180R to track mHTT aggregates (54) revealed a significant reduction in mHTT aggregates in this model, when examined at 13 months of age, after either early or late m*Htt* lowering (55). Since m*Htt* levels are titratable, our LacQ140 HD mouse model could also be useful to study the benefits of a “Huntingtin holiday,” a therapeutic concept that posits that intermittent mHTT lowering for short periods of time could be beneficial (56). Our study indicates that moderate early m*Htt* lowering was able to significantly ameliorate multiple HD mouse model phenotypes for a finite period, but because disease progression was delayed and not halted, benefits diminished over time. Early m*Htt* lowering was also more beneficial than late m*Htt* lowering.

## Methods

Supplemental Methods are available online with this article.

### Mice.

The *LacO*/*LacIR*-regulatable mutant *Htt* allele was generated using gene targeting by inserting synthetic *LacO* sequences (31) flanking the transcriptional start site of *Htt^Q140^* (49) that expresses a full-length chimeric mouse/human m*Htt* with human exon 1 sequence encoding N terminal sequence, including an expanded polyQ stretch and the adjacent human proline-rich region. To introduce *LacO* sequences into the *Htt* promoter, 2 partially complementary oligonucleotides with an *Aat*II restriction site at the 5′ end of one oligonucleotide, 2 *LacO* sequences flanking the *Htt* transcriptional start site, and an *AlwN*I restriction site at the 5′end of the second oligonucleotide were annealed, repaired with the Klenow fragment of DNA polymerase I, and then digested with *AatI*I and *AlwN*I restriction enzymes to generate a *LacO*-modified DNA fragment corresponding to the WT *AatI*I-*AlwN*I restriction fragment spanning the 5′ end of the *Htt* exon 1. Oligonucleotides used were, HdhlacOPr forward: 5′-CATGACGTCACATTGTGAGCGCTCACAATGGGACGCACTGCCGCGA-3′, and HdhlacOPr reverse: 5′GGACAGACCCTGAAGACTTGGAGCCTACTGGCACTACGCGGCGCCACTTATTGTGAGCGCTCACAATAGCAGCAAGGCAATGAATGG-3′. To assemble the LacQ140 gene targeting vector, a synthetic *Aat*II-*AlwN*I DNA fragment containing the *LacO* modifications was used to replace the corresponding *AatI*I-*AlwN*I fragment in our CAG140 targeting vector (49). In addition, a neomycin phosphotransferase gene for positive selection driven by the phosphoglycerol kinase gene promoter (*pgk-neo*) flanked by *loxP* sites was inserted ~1.3 kb upstream of the *Htt* transcription initiation site. Transfected W9.5 ES clones were screened by Southern analysis, and mice were generated from the targeted ES cell clones using standard procedures. Germline transmission was obtained from 2 independently targeted ES cell clones, and mice were then backcrossed into the C57BL/6J genetic background using speed congenics. To control expression of *Htt*, *Htt^LacQ140^*mice were crossed with a transgenic line ubiquitously expressing the *E*. *coli* *Lac* repressor gene LacIR (31) (a gift from Heidi Scrable, University of Virginia, Charlottesville, Virginia, USA), also congenic in the C57BL/6J genetic background, to generate LacQ140 progeny. Genotype and CAG repeat number were confirmed by PCR sequencing of tail biopsies (Laragen Inc.). Mice had a sequenced CAG repeat length of 155 ± 3.3 (mean ± SD).

Mice were housed (uniform for sex, genotype, treatment) with enrichment (play tunnels, plastic bones, envirodry, and Bed-o’cobs) and fed ad libitum. To regulate m*Htt*, the lactose analog IPTG was added to the drinking water (at 10 mM, changed every 3–4 days) or chow (2.5 mg/g) to derepress the *LacQ140* allele and maintain maximal m*Htt* expression. To maintain normal m*Htt* expression levels during embryonic development, IPTG was administered to pregnant dams beginning at E5. IPTG was administered never or always, or it was withdrawn at 2 or 8 months. Mice used for behavioral testing were switched to IPTG-chow 3 days prior to PhenoCube testing and received IPTG chow (Envigo, AIN-93G) until they completed PhenoCube testing. IPTG-chow was stored at 4°C in the dark until delivered to mice. Fresh IPTG-chow was formulated for each time point that PhenoCube was run.

### RNA extraction and qPCR for quantification of Htt transcripts.

RNA was extracted using the RNeasy 96 Universal Tissue Kit (Qiagen) and quantified using a NanoDrop 8000 spectrophotometer (Thermo Fisher Scientific) and reverse transcribed into cDNA with random hexamers (Roche Applied Science). TaqMan Probes were used for Knock-in Htt (exon 1 to exon 2) (57); forward, 5′-CCTCCTCAGCTTCCTCAGC-3′; reverse, 5′-TGGTGGCTGAGAGTTCCTTC-3′. Housekeeping genes were *Atp5b*, *Canx* and *Rpl13a* for cortex and *Atp5b*, *Eif4a2* and *Gapdh* for striatum. Three independent RT reactions were performed for each RNA sample.

### Behavioral analysis.

Mice were tested in NeuroCube, SmartCube, and then PhenoCube (34–37) at 6, 9, and 12 months of age; LacQ140_8M underwent behavioral testing at 9 and 12 months of age.

### Analysis of high-content behavioral data.

To quantify the similarities and differences between groups, we conducted an analysis, using all collected behavioral features, termed DRFA. DRFA yielded a Discrimination Index that quantified the degree of overlap between the behavioral feature distributions of 2 experimental groups. To avoid overfitting and overinterpretation of certain features due to high correlation among them, we generated statistically independent combinations of the original features (decorrelated features). Each decorrelated feature was a statistically independent, weighted combination of all features. This achieves dimensionality reduction without loss of relevant information, which is essential for visualization and data interpretation. We used DRFA to generate Gaussian distributions approximating the groups of subjects in each given cohort (“clouds”) and estimated a quantitative measure of separability by calculating the overlap between the underlying probability distributions of the groups. Discrimination Indices were rescaled between 50% and 100%, where 50% represents no separation between 2 groups and 100% represents complete segregation.

We applied this method on the combined SmartCube, NeuroCube, and PhenoCube features data, grouping the samples as follows: LacQ140, 1 for each age; WTs groups consist of the 3 combined WT ± IPTG, 1 for each age; and 3 sets of m*Htt*-lowered groups, consisting of the LacQ140_A, LacQ140_2M, and LacQ140_8M, 1 for each age.

We first calculated the overall discrimination between the WTs and LacQ140 groups by testing the 6 groups within the same DRF. This 6-group DRF space captured differences due to age and to phenotype and its progression and, therefore, can be interpreted as providing “aging” and “disease” orthogonal axes. In this 6-group space, we also quantified the separation between specific pairs of m*Htt*-lowered groups and WT groups at each age, using the percent overlap between the corresponding distributions.

The 6-group space allowed for testing the effect of the m*Htt*-lowering manipulation in terms of disease and age axes, by projecting in the m*Htt*-lowered groups into this space. If the m*Htt* lowering completely and specifically rescues the disease phenotype of a group at a given age, we would expect maximal distance to the corresponding LacQ140 group (solid lines) and minimal distance to the corresponding WTs group (dotted lines; Figure 2). Any unspecific effect of the manipulation would result in a sideway orthogonal displacement with respect to the line connecting the LacQ140 and WTs groups. The significance level of the distance measured between the LacQ140 and m*Htt*-lowered groups were assessed with a *P* value based on the groups’ distributions.

### HTT protein quantitation using the Meso scale discovery (MSD) platform.

HTT quantitation with MSD has been previously described (58–60). The following antibody combinations were used: 2B7 and MW1 for detection of mHTT, and 2B7 and 4C9 for detection of aggregated mHTT (HD Community Biorepository at the Coriell Institute for Medical Research). Tissue homogenates were tested in technical triplicates.

### IHC and image acquisition.

Mice were perfused, brains were prepared, and IHC was performed as previously described (12). Primary antibodies included the following: monoclonal mouse anti-mHtt (1:3,000; PHP2, HD Community Biorepository at the Coriell Institute for Medical Research; ref. 39) and polyclonal guinea pig anti-NEUN (1/1000; MilliporeSigma, ABN90P). An antigen retrieval step was carried out for 30 minutes at 80°C in citrate buffer (0.01M Na-citrate buffer, pH 6.0). Secondary antibodies include the following: anti–mouse IgG (1/1,000, HRP-conjugated, Abcam, ab205719) and anti–guinea pig IgG (H + L) (1/1,000, CF-647, Sigma-Aldrich, SAB4600180). PHP2 signal was amplified using Biotinyl-Tyramide (TSA kit, Perkin Elmer, NEL700A001, 1:100 in 0.003% H_2_O_2_/0.1 M Borate Buffer, pH 8.5) and with streptavidin conjugated with Alexa-Fluor 488 (1:500 in 0.1% Triton/TBS; Vector Labs, SA-5488). Sections were mounted using aqueous mounting medium containing DAPI (Fluoroshield, MilliporeSigma, F6057) in 12-well glass-bottom plates (Sensoplate, Greiner, 665180) suitable for imaging with the Opera High Content Screening system (PerkinElmer Inc.).

Automated image acquisition was conducted using the Opera High Content Screening system and Opera software v.2.0.1 (PerkinElmer Inc.) using a ×40/1.15 numerical aperture water immersion objective (Olympus, pixel size 0.32 μm) for imaging of mHTT inclusions, as previously described (61). Image analysis scripts for characterization and quantification of mHTT inclusions were developed using Acapella Studio v.5.1 (PerkinElmer Inc.) and the integrated Acapella batch analysis as part of the Columbus system. Individual cells within tissue sections were identified using the DAPI signal and a general nuclei detection script based on the Acapella “nuclei detection B” algorithm. Specifically, the algorithm was defined to exclude nuclei with an area smaller than 200 px. Before detection of nuclei, noise and background signal was removed from the images by applying a sliding parabola filter (Acapella setting: curvature 6) on the DAPI signal.

Neurons were identified based on NeuN-ir signal intensity. The analysis of mHTT inclusions was performed based on the PHP2-ir signal intensity. First, a texture image was calculated using the SER Spot Texture Filter of Acapella 5.1 at a scale of 3 px. Spots were initially segmented as objects with a texture signal above 0.2. Objects smaller than 5 px or with an intensity lower than 2 times that of the mean intensity of the unfiltered image were excluded from the analysis. Furthermore, the mean spot intensity had to be 1.3-fold higher compared with the local surrounding (4 px wide ring around each spot). PHP2-ir spot density per mm^2^ in the striatum was quantified.

Image data from 3 sections were averaged per animal, and 4–6 animals per treatment group were used for statistical evaluation.

### RNA-Seq.

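The counts per library, summed over genes, ranged from 37915509 to 68038785 at 6 months (median 50801725) and from 33292014 to 50478407 at 12 months (median 39823656). Group medians in the 6-month striatum lay between 46686439 (LacQ140_A) and 51754557 (WT + IPTG), and in the 12-month striatum between 38954923 (LacQ140_8M) and 43255098 (LacQ140). In cortex they lay between 47571748 (LacQ140) and 53898666 (LacQ140_A) at 6 months, and between 38270927 (WT) and 39670232 (LacQ140_8M) at 12 months.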

RNA was converted into indexed cDNA libraries and sequenced on the Illumina NovaSeq 6000 system to generate 40M paired-end reads at 100 bp read length per sample.

Differential expression tests were performed in R using DESeq2 with independent filtering disabled (62). Genes were considered significant if they had adjusted *P* < 0.05 after multiple-test correction and if they had fold changes of at least 20% in either direction. The LacQ140 versus WT contrast was used as the disease signature in each tissue, and genes responding to IPTG alone in the WT groups were removed from the disease signature.

### Determination of RNA-Seq phenotype modulations using PPs.

Analysis of RNA-Seq data comparing LacQ140 with WT striatum at 6M or 12M defined “LacQ140 HD signature” gene lists describing m*Htt*-induced transcriptional dysregulation based on the criteria specified above (fold change of at least 20% in either direction and adjusted *P* < 0.05 after multiple-test correction). The PP-based method was used to quantify the probability that m*Htt* lowering (LacQ140_A, LacQ140_2M, or LacQ140_8M) attenuated, either partially or fully, the transcriptional dysregulation on a gene-by-gene basis. This was done by viewing the effect of m*Htt* as a multiple of the HD model signature (in log_2_) — i.e., Δ_treat_ = αΔ_disease_. If α < 0, then the disease effect is reversed by the treatment; if α > 0, the disease effect is exacerbated by treatment.

The PP method examines 5 possible reversal classes for α: super-reversal: α < –1.3; full reversal: –1.3 < α < –0.7; partial reversal: –0.7 < α < –0.3; negligible reversal: –0.3 < α < 0.3; and exacerbation: α > 0.3.

The PP method takes a Bayesian approach and estimates the probability that α falls into each of the 5 reversal regions. Specifically, the estimated log_2_ fold change and standard error, as returned by the DESeq2 package’s “DESeq” function, are taken as the mean ± SD of a normal distribution, and we treat these as 2 independent distributions (treatment and disease effects). The probability that a gene is fully reversed is then given by: 

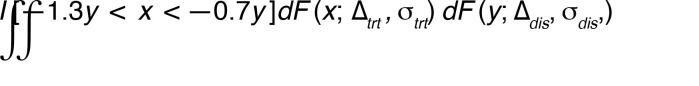

(and so on for the other classes), where *F(x;μ,σ)* is the normal density measure with mean μ and SD σ. The equation above was implemented using quasi-Monte Carlo integration. We use 0.83 percentiles (121 points) of the univariate marginal normal distributions arranged in a grid of 121 × 121 test points, with the bivariate normal density serving as importance weights.

Once the probabilities for each region were calculated, each gene was assigned to a reversal category by the following logic: If *P*(negligible reversible) ≥ 0.05, the gene is considered to be negligibly reversed and was assigned to the negligible reversal category. Otherwise, the gene was assigned to the reversal category with the highest probability. These calculations were performed for all the lowering scenarios at 6 and 12 months of age. The Overall RP (ORP) for each gene is also reported as 1 – *P*[negligible reversal]. An ORP > 0.95 is considered statistically significant.

### Gene set overrepresentation analysis of RNA-Seq LacQ140 phenotype modulations in the striatum.

The LacQ140 HD signature dysregulated gene lists for striatal samples at 6M and 12M were compiled based on gene expression changes between LacQ140 and WT in the striatum at both ages; an intersecting list of 1,192 genes was derived as the “HD intersect” gene list. This list of genes was tested for gene set overrepresentation against the GOBP version 18.9.29 using the enricher function within the R clusterProfiler package (63, 64). Gene sets with a clusterProfiler *q* < 0.05 were deemed significant. The HD signature genes within each gene set were then scored for normalization based on its ORP. In this way, the percentage of HD signature genes present in each gene set was determined.

### CSF collection and NFL quantification.

Animals were anesthetized with isoflurane and placed onto a stereotaxic frame. The back of the animal’s neck was shaved, and an incision was made to expose the cisterna magna. A pulled glass capillary pipette was inserted about 2 mm into the cisternal space, and CSF was collected. CSF samples were assayed at 1:4,000 dilution according to the manufacturer’s recommendations (Quanterix, 103400). Sample values (AEB units) were measured, and NFL protein concentrations (pg/mL) were interpolated from a calibration curve.

### Data availability.

RNA-Seq data that support the findings of this study have been deposited in GEO with the accession no. GSE156236.

### Statistics.

All values are presented as mean ± SEM, and differences were considered statistically significant at the *P* < 0.05 level. Statistical analyses were performed using GraphPad Prism 8 and R software. For comparisons between 2 groups, unpaired and paired 2-tailed *t* tests were used. Differences between all group means were analyzed by 1-way ANOVA to test for the difference between the groups. For post hoc tests, Bonferroni’s multiple comparison tests were used to compare means to a selected mean; Tukey’s test was used to compare all means against each other; Dunnett’s multiple-comparison tests were used to compare means with a control mean. When assumptions for parametric tests were not met, nonparametric data were analyzed with a Kruskal-Wallis test, followed by Dunn’s multiple-comparison test. Statistical details for transcriptional and behavioral data are described in detail above.

For high-content behavioral analysis, *P* values for the discrimination indices are estimated by nonparametric statistical analysis, based on 1,000 random permutations of the sample group labels. In visualizations of the cloud analysis, clouds are centered around the mean values, with an inner circle indicating the SEM and outside circle indicating the SD (35). The effects of each m*Htt-*lowering treatment at the different test ages were analyzed using the calculated discrimination indices betweenLacQ140 and m*Htt-*lowered groups at each age. Discriminations between the lowered groups (green clouds; Figure 2) at each age are marked with continuous lines joining the LacQ140 groups. A first step was conducted by projecting the m*Htt*-lowered individual data orthogonally onto the axis joining the corresponding LacQ140 and WTs groups. The individuals’ projected data points were then normalized between 0 (overlap with LacQ140) and 100 (overlap with WTs). An analysis was done to evaluate the effects of age (2 or 3 testing ages) and treatment (3 different m*Htt*-lowering regimens) as factors and their interaction. Data were evaluated via 2-way repeated-measured ANOVA carried out with SAS (SAS Institute Inc.) using mixed-effect models, based on restricted maximum likelihood estimation. Random factors included age (for repeated measures) and a random intercept, to adjust for fluctuations between individual animals. The covariance structure for the repeated measures was autoregressive-1 and the random intercept used a variance component covariance structure. Degrees of freedom were adjusted based on the Kenward-Roger method. An effect was considered significant if *P* < 0.05. Significant interactions were followed up with simple main effects analyses (slice effects analysis). For simple main effects analyses, *P* values were adjusted via simulation. An effect was considered significant if the adjusted *P* < 0.05.

### Study approval.

All animal experiments used humane end points, were performed according to the *Guide for the Care and Use of Laboratory Animals* (National Academies Press, 2011)**,** and were approved by the University of Virginia Animal Care and Use Committee (ACUC). PsychoGenics IACUC reviewed all procedures and behavioral test protocols.

## Author contributions

Conception and design of the studies were contributed by DMM, ES, IMS, DH, and SOZ. qPCR was contributed by JPL and MK. QuantiGene was contributed by LR. MSD was contributed by K Kuhlbrodt. IHC was contributed by KT and FP. In vivo work and Cube experiments were contributed by K Kerker. Statistics were contributed by MA. Supervision of the experiments was contributed by DMM, KC, VK, BL, JR, JA, ES, IMS, DH, and SOZ. Interpretation of results was contributed by DMM, JPL, AAI, MB, RM, DB, SR, JO, JRG, CH, VK, JR, JA, IMS, DH, and SOZ. Preparation of final figures was contributed by DMM and SOZ. Writing the original draft was contributed by DMM and SOZ.

## Supplementary Material

Supplemental data

Supplemental table 1

Supplemental table 2

Supplemental table 3

Supplemental table 4

Supplemental table 5

## Figures and Tables

**Figure 1:**
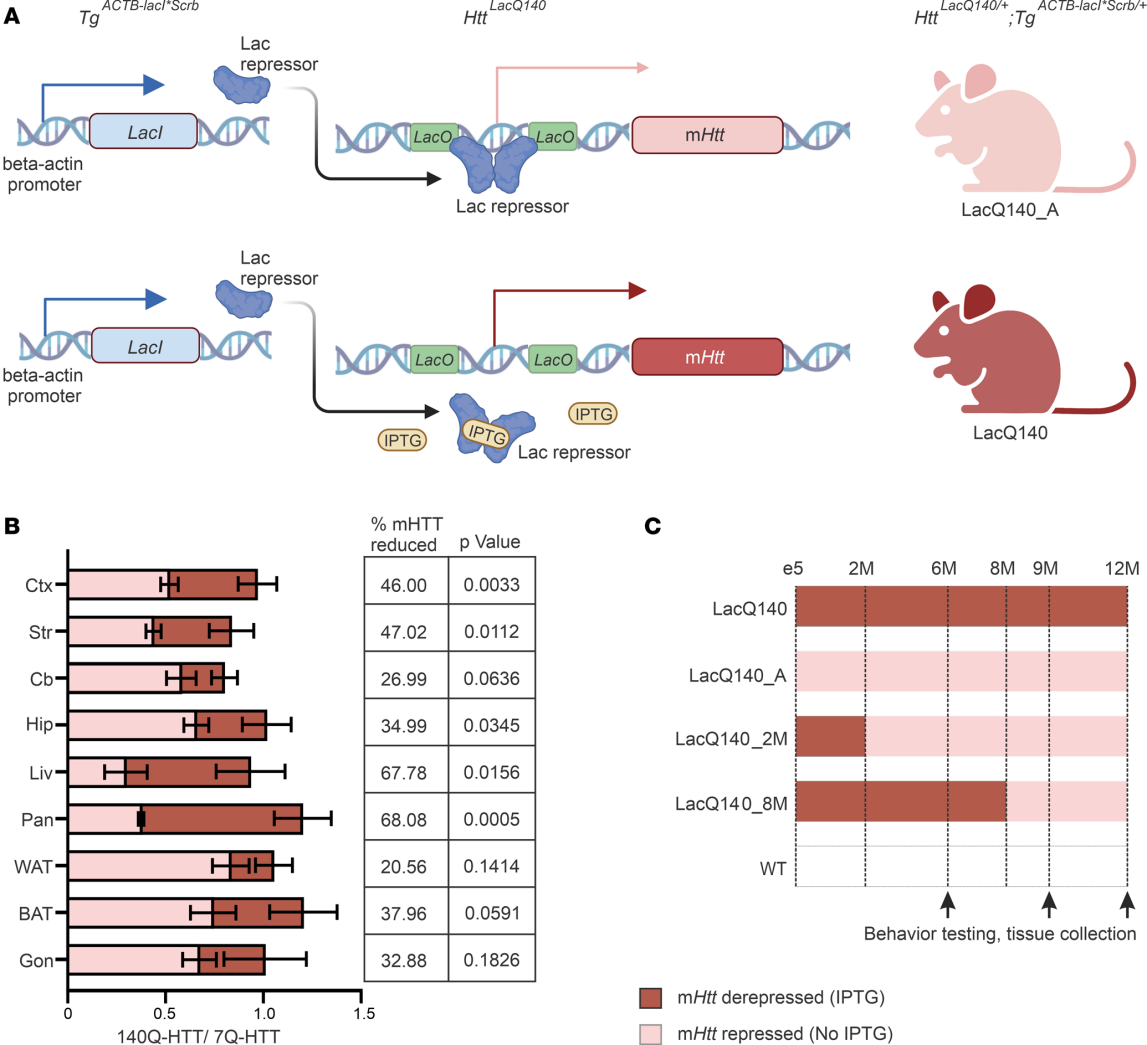
Outline of experimental paradigm. (**A**) Schematic of the Tg^ACTB-lacI*Scrb^ transgene and the *Htt^LacQ140^* allele. The default state of the *Htt^LacQ140/+^*; Tg^ACTB-lacI*Scrb/+^ mouse is global repression of m*Htt* due to Lac repressor binding to the Lac operators (LacQ140_A). The addition of IPTG interrupts the binding between the Lac repressors and operators, resulting in a derepressed state and maximal expression of m*Htt* (LacQ140). Schematic created with BioRender. (**B**) Repression of m*Htt* in different tissues 25 days after IPTG withdrawal at 6 months of age. LacQ140 mice were continuously provided with IPTG in their drinking water until they reached 6 months of age. The 140Q-HTT/7Q-HTT ratio on the last day of IPTG treatment (red) and on the 25th day after IPTG withdrawn (pink) was quantified by Western blot (MAB2166) using protein extracts isolated from cortex (Ctx), striatum (Str), cerebellum (Cb), hippocampus (Hip), liver (Liv), pancreas (Pan), white adipose tissue (WAT), brown adipose tissue (BAT), and gonad (testis and ovary, Gon). *n* = 5/group (3 males and 2 females); data are shown as mean ± SEM % of mHTT reduction, and *P* values from unpaired *t* tests for each tissue are shown. (**C**) An outline of the mice used in this study. LacQ140 treated with IPTG continuously starting from E5 served as the HD mouse model. m*Htt* was always lowered (LacQ140_A), lowered starting at 2 months of age by IPTG removal (LacQ140_2M), or lowered starting at 8 months of age by IPTG removal (LacQ140_8M). Littermate WT mice (Tg^ACTB-lacI*Scrb/+^) were treated with or without IPTG for the course of this study. Red shaded area indicates maximal expression of m*Htt* during IPTG treatment; pink shaded area indicates m*Htt* lowering without IPTG. Mice were examined for behavior and tissue collection at 6, 9, and 12 months of age.

**Figure 2:**
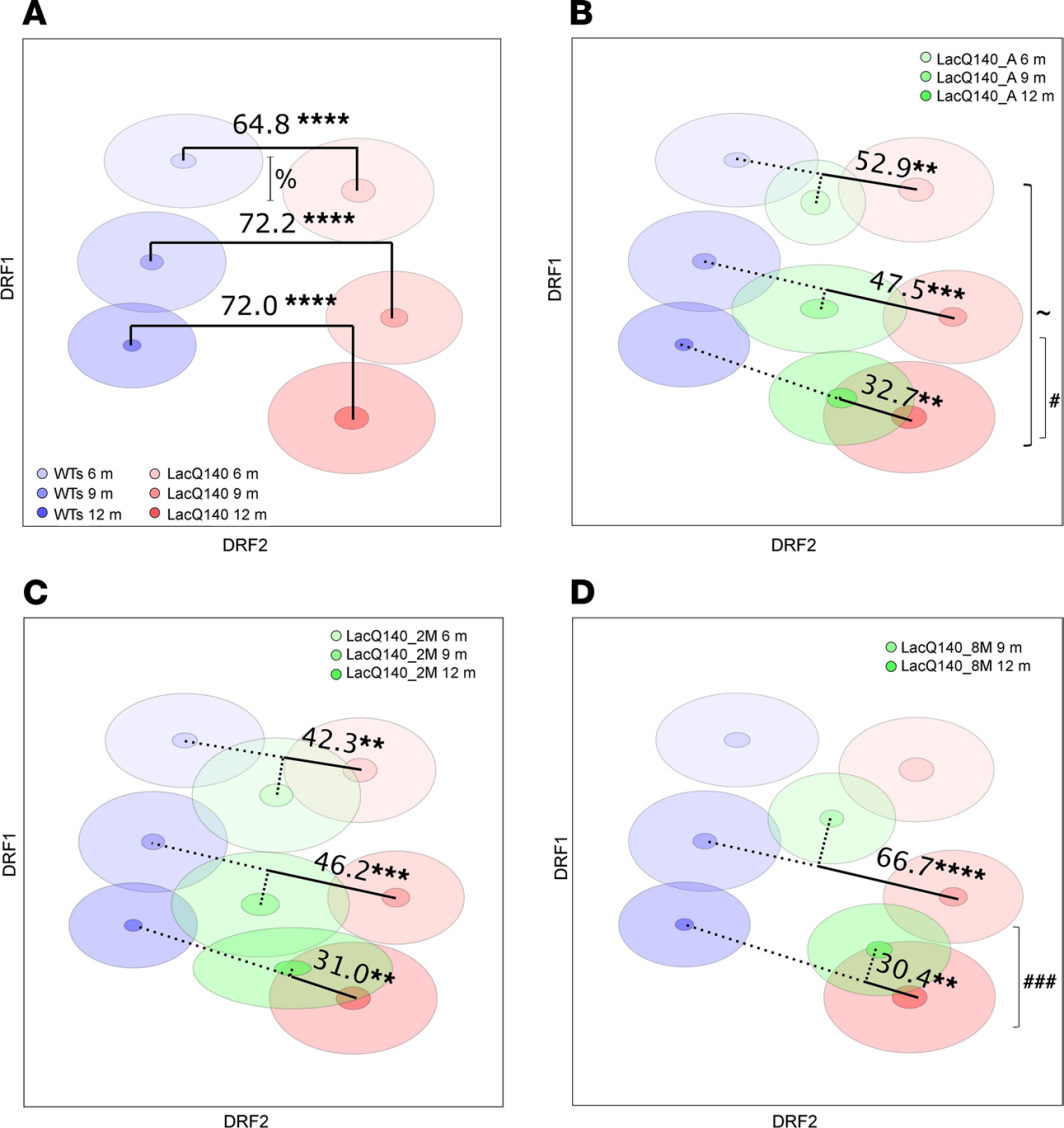
Behavioral phenotypes were delayed by m*Htt* lowering. Decorrelated ranked feature analysis for WTs and LacQ140 groups at different ages and effect of m*Htt* lowering. (**A**) Blue clouds represent WTs groups (WT: *n* = 8 males, *n* = 16 females; WT + IPTG: *n* = 15 males, *n* = 16 females), red clouds represent LacQ140 groups (*n* = 14 males, *n* = 16 females). The center of each cloud represents the mean, small darker shaded ellipses represent the SEM, and the larger lighter shaded ellipses represent the SD of each groups’ distribution. Discrimination Indices between pairs of WTs and LacQ140 groups at each age capture the strength of the phenotypic signature of this model. (**B**–**D**) Each m*Htt*-lowered group was projected onto the DRF space to quantify the m*Htt*-lowering effect of LacQ140_A (*n* = 8 males, *n* = 15 females) (**B**), LacQ140_2M (*n* = 16 males, *n* = 16 females) (**C**), and LacQ140_8M (*n* = 16 males, *n* = 16 females) (**D**), compared with LacQ140 (solid line). ****P < 0.0001, ***P < 0.001, **P < 0.01. ^%^*Z* = 2.6, *P* = 0.005 (1-tailed *Z* test). An additional mixed-model analysis evaluated the effects of age and treatment (different m*Htt*-lowering regimens) as factors and their interaction. Main effects of age and its interaction with treatment were significant (F_[2,89]_ = 16.02, *P* < 0.0001, and F_[3, 90.8]_, *P* = 0.038, respectively) but the treatment main effect was not (F_[2, 87.8]_ = 0.44, *P* = 0.64). ^~^*P* = 0.03, ^#^*P* = 0.01, ^###^*P* < 0.0001.

**Figure 3:**
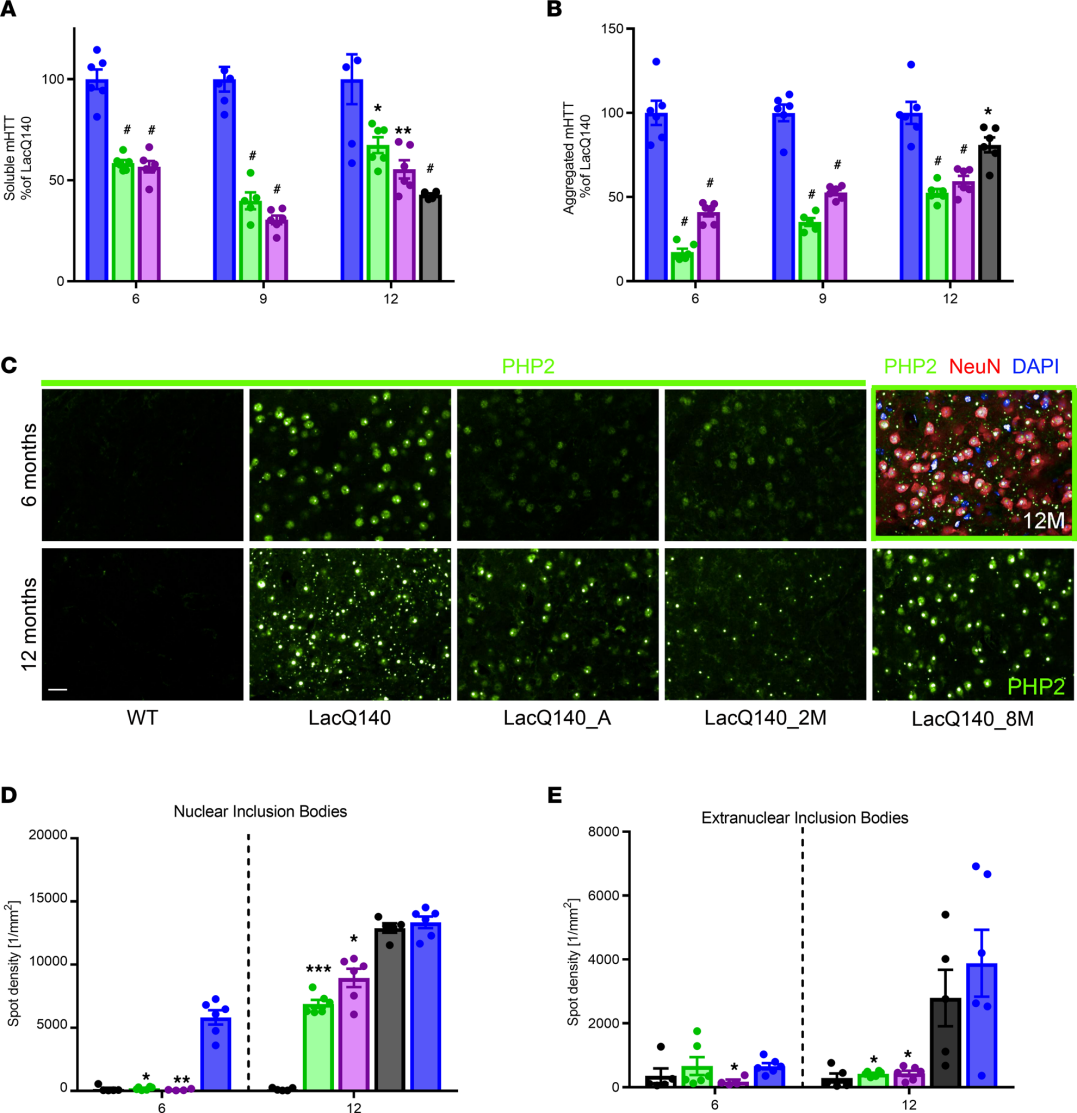
mHTT protein in the striatum. WT (white), LacQ140 (blue), LacQ140_A (green), and LacQ140_2M (purple) were sacrificed at 6, 9 and 12 months of age, while LacQ140_8M (black) were sacrificed at 12 months of age. (**A**) Soluble mHTT was measured in the striatum using 2B7-MW1 MSD. Data were normalized to LacQ140, set at 100% for each age. One-way ANOVA, followed by Bonferroni’s multiple-comparison test; ^#^*P* < 0.0001, **P < 0.0005, *P < 0.01. (**B**) Aggregated mHTT was measured in the striatum by MW8-4C9 MSD. Data were normalized to LacQ140, set at 100% for each age. One-way ANOVA, followed by Bonferroni’s multiple-comparison test; ^#^*P* < 0.0001, *P < 0.05. *n* = 6/group, except LacQ140_A at 9M *n* = 5; data are shown as mean ± SEM (**A** and **B)**. (**C**) Representative PHP2 immunolabeling of the striatum at 6 and 12 months. Scale bar: 20 μm. Green outlined panel with mHTT (PHP2; green), neurons (NeuN; red), and nucleus (DAPI; blue) is the same 12-month-old LacQ140 image used in the PHP2-only panel. (**D** and **E**) Nuclear (**D**) and extranuclear (**E**) quantitation of PHP2-ir spot density per mm^2^ in the striatum. Kruskal-Wallis, followed by Dunn’s multiple-comparison test, was performed separately at each age and compared each group with LacQ140. *P < 0.05, **P < 0.005, ***P < 0.001; LacQ140 (*n* = 6), LacQ140_A (*n* = 6), LacQ140_2M (*n* = 4 at 6 months and *n* = 6 at 12 months), LacQ140_8M (*n* = 5), WT (*n* = 5); data are shown as mean ± SEM. WT group was not included in statistical analysis.

**Figure 4:**
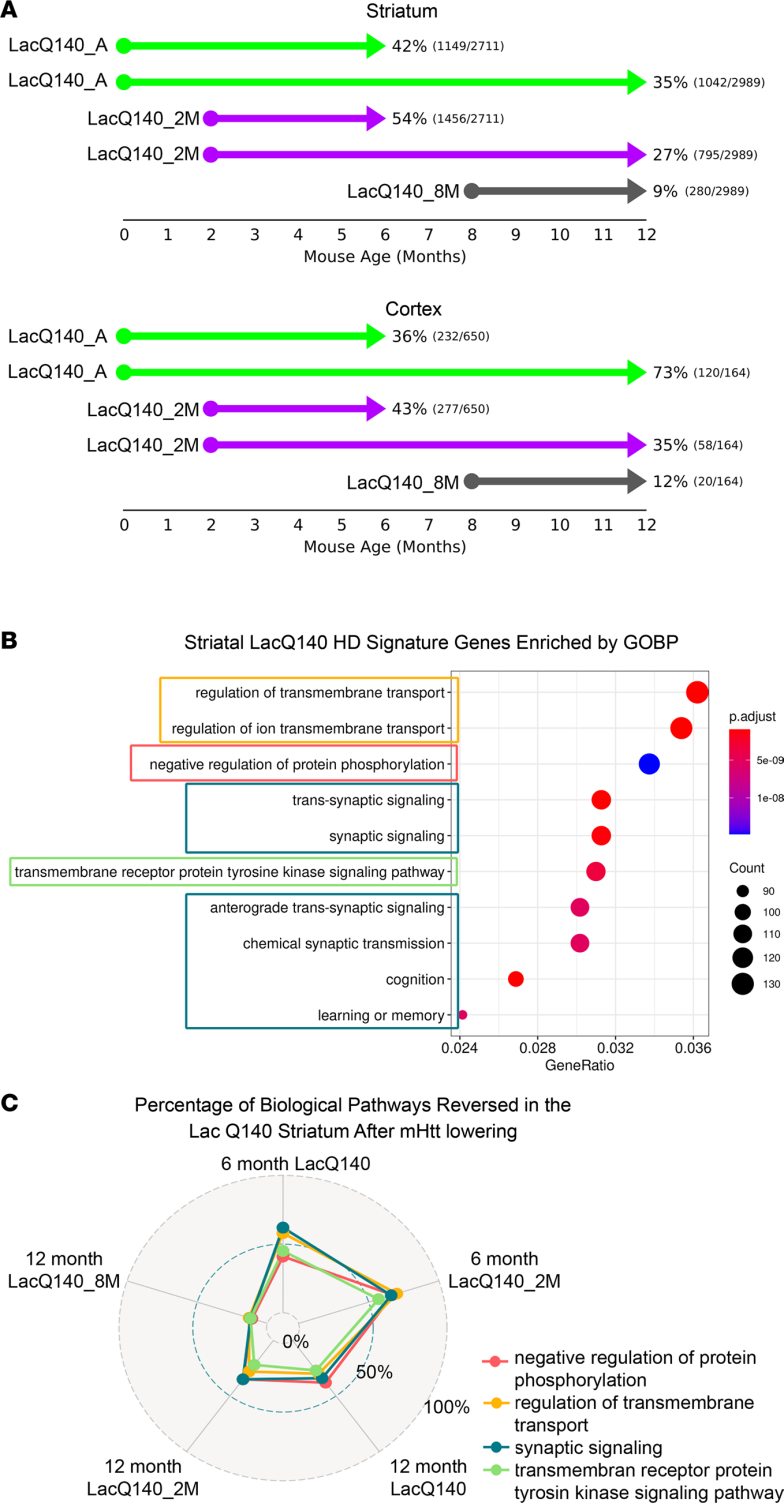
Transcriptional dysregulation is delayed with early but not late m*Htt* lowering. (**A**) After PP analysis, the number and percentage of LacQ140 HD signature genes that pass statistical significance for reversal are tallied in the striatum and cortex. Arrows indicate the duration of m*Htt* lowering; arrowheads represent age at tissue collection. Reversal is shown both as a percentage and as the number of reversed genes divided by the total number of LacQ140 HD signature genes. (**B**) In total, 4,508 genes in the 6- and 12-month LacQ140 HD model signature were analyzed for gene set overrepresentation against the GOBP collection to identify biological pathways that are dysregulated in the striatum of the model. Of the 64 gene sets that had *q* < 0.05, the top 10 ranked by the ratio of the number of HD signature genes in the gene set to the number represented in GOBP (gene ratio) are represented. Gene ratios represent the number of dysregulated genes that are represented in GOBP. Gene sets of related function are outlined; in cases such as those related to transmembrane transport (orange) or synaptic functions (teal), these gene sets largely overlap and can be represented by the member of the group that contains the most genes. (**C**) For each of the m*Htt*-lowering scenarios, striatal LacQ140 HD model signature genes within representative gene sets were tallied for their reversal percentages. These reversal results are represented as a radar plot. *n* = 5 males, *n* = 5 females/group, except 12-month striatum LacQ140 *n* = 5 males, *n* = 4 females.

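As a measure per mouse, log2 CPM (prior count 2) were projected on the axis from WT + IPTG to LacQ140, with gene weights from a random subset of 0.5 of the mice of both groups and the scale from the others (WT + IPTG mean 0, LacQ140 mean 1), averaged over 50 draws. In the 6-month striatum LacQ140 mice scored 1.0 ± 0.112 (SD, n = 10), LacQ140_A mice 0.524 ± 0.103 (n = 10; permutation test, two-sided, p = 1e-05, the smallest p that 100000 resamples allow, adjusted p = 5.4e-05 over 10 comparisons) and LacQ140_2M mice 0.486 ± 0.095 (n = 10; permutation p = 2e-05, adjusted p = 5.4e-05). All 10 mice of both lowering groups scored under every LacQ140 mouse. WT mice without IPTG scored 0.146 ± 0.179. IPTG-responsive genes were kept in the weights, and LacQ140 mice were on IPTG while the lowering groups were off it. In the 12-month striatum LacQ140 mice scored 1.0 ± 0.054 (SD, n = 9), LacQ140_A mice 0.614 ± 0.11 (n = 10; exact permutation p = 1.1e-05) and LacQ140_2M mice 0.692 ± 0.08 (n = 10; exact permutation p = 2.2e-05). LacQ140_8M mice scored 0.891 ± 0.074 (n = 9; exact permutation p = 0.0027, adjusted p = 0.0045), and 6 of 9 scored under every LacQ140 mouse. With weights from all expressed genes the LacQ140_8M mean was 0.914 (exact permutation p = 0.057). The LacQ140_2M mean was higher at 12 than at 6 months by 0.207 (permutation p = 6e-05, adjusted p = 0.00048 over 8 comparisons), and the LacQ140_A mean by 0.09 (permutation p = 0.076, adjusted p = 0.13), though the 2 ages stand in separate tables. LacQ140_2M and LacQ140_A mice differed by -0.038 at 6 months (permutation p = 0.408) and by 0.079 at 12 months (permutation p = 0.081). The cortical scores had an SD of 0.624 to 1.43 in the lowering groups, and changed direction with the setting at 6 months. At 12 months LacQ140_A cortex scored -0.008 ± 0.624 against 1.065 ± 0.521 in LacQ140 (SD, n = 10 each; permutation p = 0.00099, adjusted p = 0.002), and it was lower than LacQ140 under all 5 settings run, with adjusted permutation p-values of up to 0.02. The LacQ140_2M (0.582) and LacQ140_8M (0.743) cortex did not differ from LacQ140 (permutation p = 0.252 and 0.239).

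**Figure D2:**
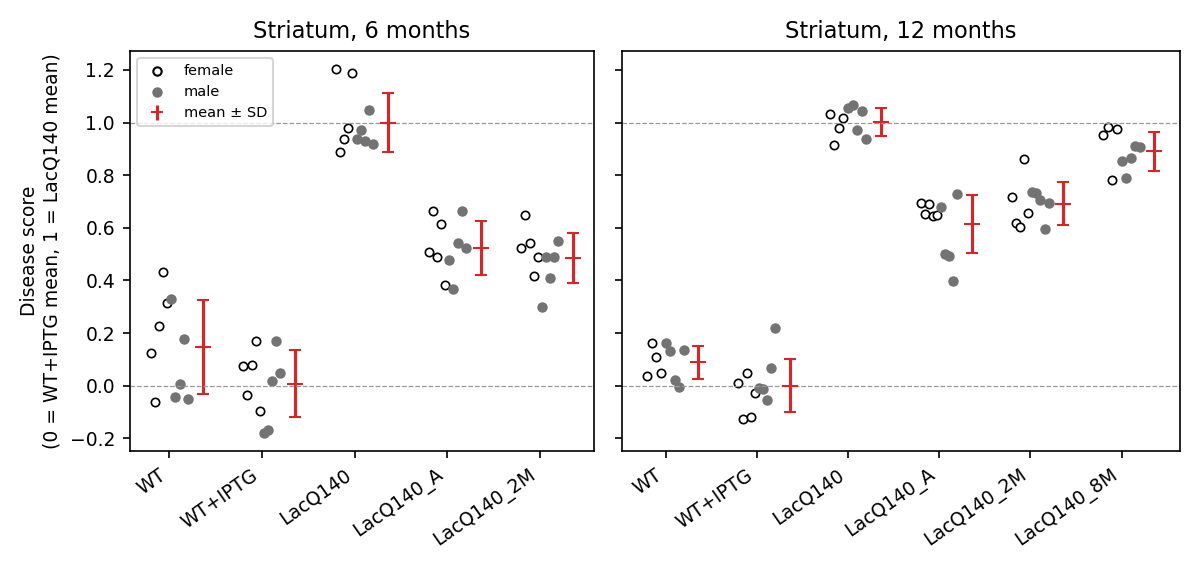
Disease score of each mouse in striatum at 6 and 12 months, by group, with the mean and SD; 0 is the WT + IPTG mean and 1 the LacQ140 mean. The early-lowered groups lie between the WT + IPTG and LacQ140 mice, and the LacQ140_8M mice, at 0.891 on average, lie close to LacQ140.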

**Figure 5:**
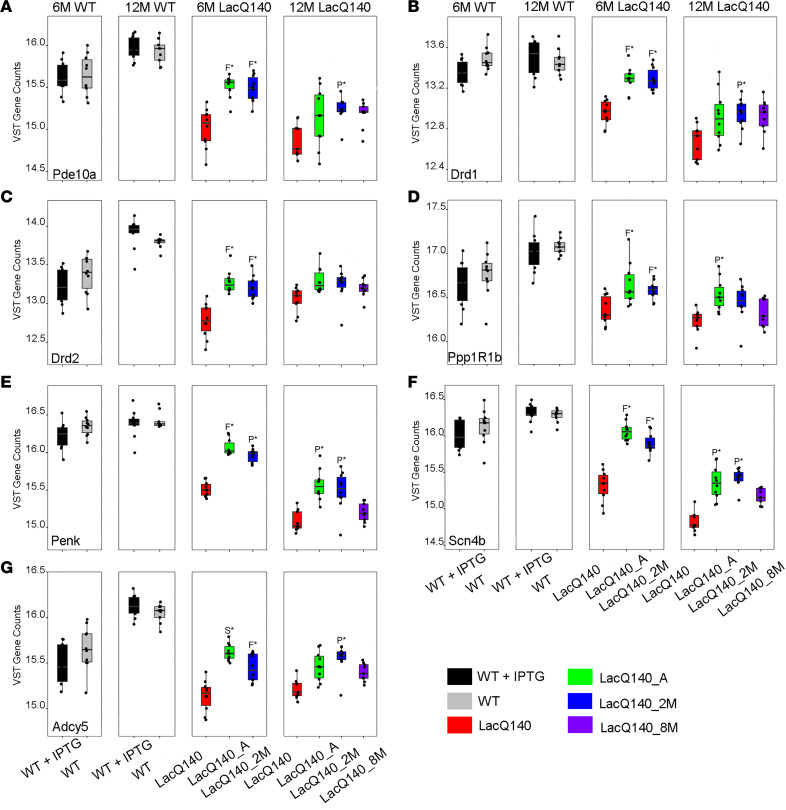
Transcriptional dysregulation of selected genes at 6 and 12 months of age is attenuated with m*Htt* lowering. (**A**–**G**) Expression levels for *Pde10a*, *Drd1*, *Drd2*, *Ppp1r1b*, *Adcy5*, *Penk*, and *Scn4b* in striatum are plotted as variance stabilizing transformed counts derived using DESeq2. For each m*Htt*-lowering scenario, the given gene’s RP is provided (full [F], partial [P], or super [S]). Asterisks represent overall reversal probability > 0.95; *n* = 5 males, *n* = 5 females/group, except 12-month striatum LacQ140 at *n* = 5 males, *n* = 4 females. Data are shown as mean ± SEM.

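In CPM, striatal *Pde10a* at 6 months was at 1133 ± 148 in WT + IPTG, 750.12 ± 118.93 in LacQ140, 1049 ± 86.9 in LacQ140_A and 1032 ± 110 in LacQ140_2M mice (mean ± SD, n = 10 each). At 12 months it was at 1403 ± 134 in WT + IPTG (n = 10), 656 ± 98.3 in LacQ140 (n = 9), 810 ± 192 in LacQ140_A (n = 10), 847 ± 85.0 in LacQ140_2M (n = 10) and 815 ± 85.8 in LacQ140_8M mice (n = 9). *Scn4b* was at 1487 ± 207, 922 ± 133, 1533 ± 142 and 1374 ± 133 CPM at 6 months in WT + IPTG, LacQ140, LacQ140_A and LacQ140_2M mice. At 12 months it was at 1775 ± 146, 636 ± 64.6, 926 ± 149, 961 ± 79.4 and 809 ± 59.1 CPM in WT + IPTG, LacQ140, LacQ140_A, LacQ140_2M and LacQ140_8M mice. Mouse F4 of the 12-month LacQ140_2M group was the lowest of its group for *Pde10a*, at 658 CPM, and for *Scn4b*, at 777 CPM.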

**Figure 6:**
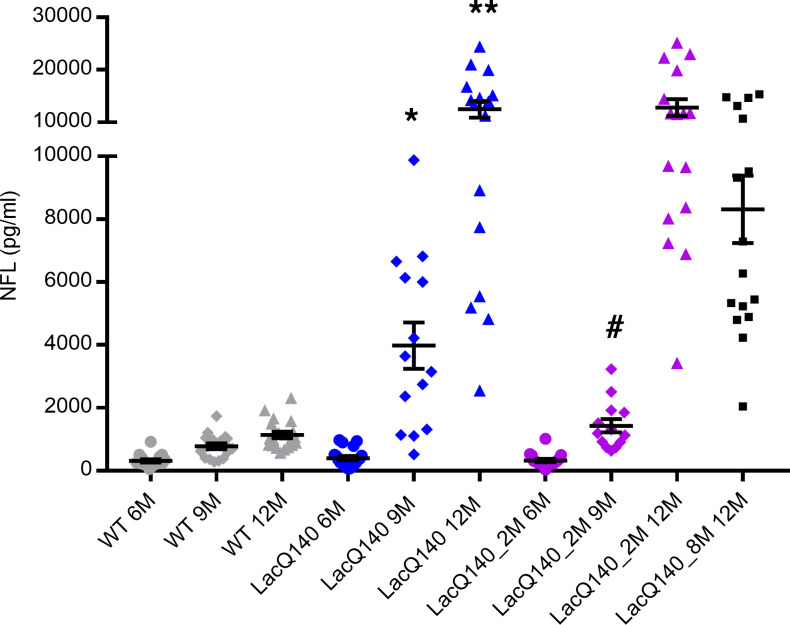
CSF neurofilament light chain (NFL) as a LacQ140 biomarker. WT mice received IPTG always (gray); LacQ140 mice received IPTG always (blue) for 2 (purple) or 8 (black) months of age and were sacrificed at 6, 9, or 12 months of age, and NFL was measured in CSF. NFL levels significantly increased in the LacQ140 CSF, compared with WT, starting at 9 months of age (1-way ANOVA), followed by Tukey’s multiple-comparison test. *P < 0.05, **P < 0.0001. There was a statistical difference between LacQ140 and LacQ140_2M at 9 months of age (unpaired *t* test); ^#^*P* < 0.005. LacQ140 (*n* = 19, 14, and 16 at 6, 9, and 12 months, respectively), LacQ140_2M (*n* = 18, 13, and 16 at 6, 9, and 12 months, respectively), and LacQ140_8M (*n* = 16), and WT (*n* = 17, 17, and 20 at 6, 9, and 12 months, respectively). Data are shown as mean ± SEM.

How the deposited data were processed for this re-analysis (not part of the article)

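Total RNA of striatum and cortex from 6- and 12-month-old mice was sequenced by the authors on a NovaSeq instrument, and 217 libraries were analysed. The authors deposited expected counts per gene, one table per age, without normalization; the aligner, the quantification program, the genome build and the annotation are not named in the main text of the paper, and its Supplemental Methods were not used here. Gene identifiers were matched to GENCODE vM21 on GRCm38, from which names, positions and transcript lengths were taken, and 54495 of 54532 matched. Samples were assigned to tissue, age, group, sex and replicate from their labels, and the sex labels were checked against *Xist* and 4 genes of the Y chromosome in every library. Within the groups of each tissue and age, 963 pairs of libraries were checked for duplicates, and the smallest chi-square per degree of freedom was 6.89, against a median of 39.05. The residuals of the same mouse in striatum and cortex correlated by 0.102 on average at 6 months and 0.063 at 12 months, against -0.025 and -0.015 for other mice of the same group and sex.

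Summed counts per library lay between 33292014 and 68038785. The 6- and 12-month libraries were deposited apart, and no 6-month library stands in the 12-month table, so every test of a gene was made within one age. Values per gene are CPM scaled by TMM factors, given as the mean and SD over mice. Wilson intervals of shares are 95% intervals and cover counting over genes only.

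Counts were rounded and tested with edgeR 4.0.16 (quasi-likelihood F-test, glmQLFit with legacy set to FALSE) in R 4.3.3. Genes with at least 1 count in the tissue and age were kept, because the authors disabled independent filtering in DESeq2. The comparisons were WT + IPTG against WT, LacQ140 against WT + IPTG, and each lowering group against LacQ140. Lowering groups were off IPTG when sampled and LacQ140 mice were on it, so lowering and the absence of IPTG go together. IPTG-responsive genes were taken out of the signature only. Genes with an adjusted p-value under 0.05 and a change of at least 20% were called, by the bound the Methods give, and the standard error of a log2 fold change was taken from its F statistic. The LacQ140 signature was called against WT + IPTG without the genes called for IPTG in the same tissue and age. For the list of 266 genes the fold change bound was not used, since Supplemental Table 5 calls genes by the adjusted p-value. Supplemental Tables 3 and 4 were held only in part, with 1508 and 1845 genes, and no list was compared with them.

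Reversal probabilities were computed from DESeq2 1.42.0 estimates (independent filtering disabled), on the grid and with the class bounds that the Methods state. Before any count was read, 3 weightings of the grid and 15 combinations of class bounds were compared with the probabilities in the part of Supplemental Table 4 that was held, which follow bounds of -0.2 and 0.2 for the negligible class; the bounds of the Methods were kept, and the others set as an alternative. Reversal without a treatment was estimated from 6 random divisions of the LacQ140 mice and from 4 simulated data sets, in which the treated groups had the LacQ140 means. The disease score per mouse used 50 random draws per tissue and age of 0.5 of the LacQ140 and WT + IPTG mice, with weights from genes past an adjusted p-value of 0.05; in the 12-month cortex 49 of 50 draws held such genes. Group differences of scores and marker lists were tested by two-sided permutation tests on mice, exact where a group held fewer than 10 mice and otherwise with 100000 resamples. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used.

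The comparisons, tests, named genes and alternatives were set before the data were examined, apart from those said to be chosen later. Alternatives to the gene tests were DESeq2, genes kept by edgeR's filterByExpr, DESeq2's size factors, sex as a covariate, a replicate block, a fit of only the groups compared, no fold change bound, a 15% bound for IPTG, and, for the signature, WT mice with and without IPTG pooled, IPTG-responsive genes kept, and IPTG-responsive genes of any tissue or age removed. Alternatives to the RP were the bounds of -0.2 and 0.2, exact integration, the covariance of the 2 effects, edgeR estimates, genes dysregulated at both ages, and the same changes of filter, covariate, block and control. The covariance was entered with exact integration in place of the grid. Scores were recomputed with a prior count of 0.5 in place of 2, with DESeq2's size factors and with all expressed genes. After seeing the data, the slope of each library's log2 CPM on log2 transcript length was added as a covariate. Also after seeing the data, each library was left out in turn. The RP was then computed with separate and held-back LacQ140 subsets and over genes dysregulated at either age. The tests of temperature, clock, stress hormone and other-tissue genes, of the IPTG effect by sex, of the region around *Htt* and of *Abhd1* in single mice were also chosen after seeing the data. The named genes are *Htt*, those the paper names for RNA-Seq, the largest changes by the rule given with the LacQ140 signature, and the risen and the fallen gene with the smallest p-value of each IPTG comparison. The fallen gene of the IPTG comparison in the 12-month striatum is not reported here. *Gh*, *Prl*, *Kank4* and *Hcrt* and the genes of the closing section were named after their values were seen.

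The steps were tested on simulated data with 200 changed genes among 34811, in which edgeR called 186 of the changed and 16 of the unchanged genes, and DESeq2 called 187 and 8. In these data a group made to recover fully had 100% of its genes reversed and a score of -0.012, and a group left without recovery had 0% reversed and a score of 0.994. For each gene test, labels were redrawn to give 40 splits of the mice, the real one included, and 30 for the sex interactions. The gene ontology analysis was not analysed here.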

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

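The tests of temperature, of other tissues in single libraries, of library size, transcript length, other groups and *Htt* in mouse F4, of the age tables, and of cortical scores against transcript length were chosen only after the results they address were seen. In 109 groups of mice, the gap between the highest or the lowest mouse and the next was compared with Dixon's 95% critical value, and 9 groups had a mouse apart, where 5.5 would be expected by chance. Of these, 7 concern 1 mouse, female 4 (F4) of the LacQ140_2M group in the 12-month striatum, and they are not independent of each other. Its disease score was 0.86, against 0.60 to 0.74 in the other 9 mice of the group. Its log2 CPM was 9.36 for *Pde10a* (others 9.66 to 9.95), 7.19 for *Drd2* (7.62 to 7.95), 10.43 for *Ppp1r1b* (10.82 to 11.18) and 9.63 for *Adcy5* (10.0 to 10.18). It was 9.38 for *Penk* (9.82 to 10.29) and 9.60 for *Scn4b* (9.85 to 10.04).

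With the transcript-length slope of each library regressed out, the score of this mouse was 0.88, against 0.61 to 0.72 in the others, which argues against library differences that follow transcript length. Of 4 lists of marker genes for other brain regions, 2 were higher in F4 than in all 9 others by more than the critical gap. The thalamus list was at a mean log2 CPM of 5.73 (others 2.66 to 4.25) and the hypothalamus and septum list at 2.65 (1.39 to 2.06), while the cortical excitatory list (0.02) and the choroid plexus list (2.15) were within the range of the group. The values are consistent with a tissue sample that reached past the striatum, a candidate explanation that would dilute the striatal genes. Library size stays open, since the total count of F4, 33292014, is the lowest of the 12-month striatum (others of its group 37005343 to 47625708) and no other library reaches so low. A sample of another group stays open as well, since the lowest score of a LacQ140_8M mouse was 0.78. A weaker lowering of *Htt* in this mouse and an effective one cannot be told apart: its *Htt* log2 CPM was 6.73, and both the others of its group (6.41 to 6.90) and the LacQ140 mice (6.60 to 6.95) span that level.

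Across mice, the thalamus list and the disease score were compared after the group means were taken out, at 2 ages. In the 12-month striatum Pearson's r was 0.40 (57 mice, permutation p = 0.0075, adjusted p = 0.015) and Spearman's rho 0.39 (permutation p = 0.004, adjusted p = 0.0081). Without F4 and LacQ140_A M5, the 2 mice farthest from the median of the list, r was 0.24 (permutation p = 0.136, adjusted p = 0.151) and rho 0.31 (permutation p = 0.032, adjusted p = 0.064), so the relation rests in part on those mice. At 6 months r in striatum was -0.31 (50 mice, permutation p = 0.042, adjusted p = 0.042) and rho -0.25 (permutation p = 0.098, adjusted p = 0.098). Without the 2 farthest mice these were -0.23 (permutation p = 0.151, adjusted p = 0.151) and -0.17 (permutation p = 0.268, adjusted p = 0.268). The negative sign at 6 months argues against tissue samples that reach into the thalamus as a source of higher scores there, and at 12 months this stays open.

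The other 2 mice apart were LacQ140_8M F5 for *Htt* in the 12-month striatum, at a log2 CPM of 6.54 (others 6.72 to 6.90), and LacQ140_A F4 for *Drd2* in the 6-month striatum, at 8.14 (others 7.62 to 7.87). They are fewer than the number expected by chance, and no explanation was tested for them.

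The effect of IPTG in WT mice differed between females and males for 1561 genes in the 12-month striatum (edgeR interaction of sex and IPTG, adjusted p under 0.05), of which 1549 differed by at least 20%. With sex labels redrawn within groups, 1 of 30 splits, the real one, gave as many genes, and the highest other count was 1. The smallest p-values among genes with a symbol belonged to *Hspa1b*, *Sik2*, *Hspa1a* and *Arntl*. Of the 1561 genes 230 were also in the LacQ140 signature, against 145.2 expected from the sizes of the lists. The same WT + IPTG libraries enter both lists, which can raise the overlap, so no conclusion is drawn from it. Without WT + IPTG M4 the count of interaction genes was 567, and without WT + IPTG M1 it was 2139. One library thus carried part of the pattern, and the 567 genes called without it argue against it as the whole cause. With the transcript-length slope as a covariate 159 genes were called, so that a part follows transcript length, and the 159 argue against that as the whole cause. The median total count of the WT + IPTG females was 42926389, against 42363233 in the other WT and WT + IPTG mice. The females ranged from 40767213 to 50478407 and the others from 35695844 to 46474889, so that a role of library size stays open.

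A list of heat-induced genes was higher by 1.15 on the log2 scale in WT + IPTG than in WT females of the 12-month striatum (n = 5 and 4; exact permutation p = 0.0079, the smallest these numbers allow, adjusted p = 0.063 over 32 tests). A list of cold-induced genes was lower, at -0.98 (exact permutation p = 0.016, adjusted p = 0.102), and the genes that follow the phase of *Arntl* were higher by 0.33 (exact permutation p = 0.0079, adjusted p = 0.063). In males the heat list differed by -0.13 and the cold list by -0.02. The heat list differed in the 12-month cortex of the females by 0.35 and the cold list by -0.62 (n = 5 each; exact permutation p = 0.0079, adjusted p = 0.063 for each). No comparison of these lists by sex passed the correction, and the heat list holds *Hspa1a* and *Hspa1b*, which had drawn attention to the pattern. A difference in brain temperature or in the order of collection is a candidate explanation. The paper states that cages were uniform for sex, genotype and treatment, so that cage, collection and an IPTG effect in one sex cannot be told apart here, and a biological difference between the sexes stays open.

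The IPTG effect in the 6-month striatum differed between the sexes for 33 genes, led by *Angptl4* and *Sult1a1*, and in the 6-month cortex for 9 genes, led by *Sult1a1*, *Galnt15* and *Angptl4*. The real split alone reached these counts (1 of 30 each), and the highest other count was 1 in both. With the transcript-length slope as a covariate the counts were 63 and 37, which argues against library differences that follow transcript length. A list of 10 glucocorticoid-responsive genes, whose values had not been looked at, rose with IPTG by 0.59 in males and 0.08 in females in striatum (n = 5 per group and sex; difference -0.51, exact permutation p = 0.028, adjusted p = 0.111 over 4 tests). In cortex it rose by 0.54 and 0.11 (difference -0.43, exact permutation p = 0.056, adjusted p = 0.113). At 12 months the differences were -0.22 in striatum (n = 4 WT females and 5 in each other group; exact permutation p = 0.146, adjusted p = 0.194) and -0.17 in cortex (exact permutation p = 0.281). A stress hormone response in males at 6 months is a candidate explanation, which the value of 0.028 in striatum bears out only before correction and which the 0.056 in cortex leaves open.

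The IPTG effect in the 12-month cortex differed between the sexes for 2 genes, *Gadd45a* and *mt-Nd6* (1 of 30 splits). In the 12-month striatum the LacQ140 effect differed for 2 genes, *Hspa1a* and *Hspa1b* (2 of 30 splits), which are close paralogs in the heat list, and the effect of LacQ140_A lowering for 6 genes, *Ada*, *Spink8*, *Galnt15*, *Arrdc2*, *Fam222a* and *Mycn* (1 of 30 splits, highest other count 4). The last count was 10 with the transcript-length slope, which argues against that cause. The effect of LacQ140_A lowering in the 6-month striatum differed for 1 gene, *Bcl6b* (3 of 30 splits gave as many). The other 11 comparisons gave 0 genes, with 699 to 2956 genes at an unadjusted p-value under 0.05, and 30 of 30 splits gave at least as many. No biological explanation was tested for these sex differences.

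The striatal disease score of LacQ140_2M mice was higher by 0.21 at 12 than at 6 months (permutation p = 6e-05, adjusted p = 0.00048 over 8 comparisons), and with the transcript-length slope regressed out the difference was 0.21 again (permutation p = 6e-05), which argues against transcript length as its cause. A shift between the tables of the 2 ages could move the score, and the smaller difference of 0.09 in LacQ140_A mice neither requires nor excludes one. That shift and an advance of the disease with age cannot be told apart here. In cortex the score was lower at 12 than at 6 months by 1.77 in LacQ140_A mice (difference -1.77, permutation p = 0.0029, adjusted p = 0.012) and by 0.98 in LacQ140_2M mice (difference -0.98, permutation p = 0.049, adjusted p = 0.13). With the slope regressed out these differences were -0.31 (permutation p = 0.224) and 0.30 (permutation p = 0.361), which is consistent with library differences that follow transcript length. With a prior count of 0.5 they were -0.40 (permutation p = 0.286) and 1.05 (permutation p = 0.066). The LacQ140_A difference was -0.81 with DESeq2's size factors (permutation p = 0.0088, adjusted p = 0.035) and -0.76 with all expressed genes (permutation p = 0.043, adjusted p = 0.172), so that it kept its direction in each setting, and the LacQ140_2M difference was -0.05 (permutation p = 0.903) and 0.24 (permutation p = 0.68).

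Genes of other tissues, which the paper does not report on, were high in single libraries. *Adipoq* was at 25.32 CPM in the 12-month cortex of LacQ140_2M F4 and at most 0.32 CPM in any other library of that tissue and age. All 8 genes of an adipocyte list, including 5 of 5 whose values had not been looked at, were highest in that library, with *Cfd* at 145.64 and *Fabp4* at 77.28 CPM. *Cd8b1* was at 6.44 CPM in the 12-month cortex of LacQ140_2M M5 (next 0.24), where all 7 T cell genes, 4 of 4 not looked at before, were highest, *Lck* most with 12.01 CPM, a gene with a median of 2.55 CPM in these libraries. The same 7 genes were highest in the striatum of the same mouse. *Gh* was at 55.32 CPM in the 6-month cortex of LacQ140_A M1 (next 31.44), where 4 of 6 pituitary genes, 3 of 4 not looked at before, were highest, among them *Pomc* at 40.73 CPM, which the tissue itself expresses at a median of 1.47 CPM. The striatum of that mouse also had 4 of the 6 as the highest. *Camp* was at 48.15 CPM in the 6-month cortex of WT M4 (next 0.13), where all 7 neutrophil genes, 4 of 4 not looked at before, were highest, with *S100a9* at 219.22 CPM. In the striatum of that mouse 6 of the 7 were highest, with *S100a9* at 1.89 CPM.

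These values are consistent with other tissue in single libraries. For T cells, which were highest in both tissues of 1 mouse, cells within its brain were not tested apart from such tissue, and neither were neutrophils within the cortex of WT M4. Without LacQ140_2M M5, 10 genes differed between LacQ140_2M and LacQ140 in the 12-month cortex in place of 29. Without LacQ140_A M1, 0 genes differed between LacQ140_A and LacQ140 in the 6-month cortex in place of 3.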

How the results depend on the processing

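The tests with the transcript-length slope as a covariate, without 1 library and with separate LacQ140 subsets were chosen only after results were seen. The other alternatives given here were planned. The signature of the striatum kept its size within 1.5 times under each alternative run for it, as did the number of genes shared by the ages in striatum and the counts of the 266-gene list, dysregulated and reversed, when adjusted over all genes. Adjusted over the list alone, the reversed genes of LacQ140_8M numbered 9, but 16 with DESeq2, 14 with DESeq2's size factors or sex as a covariate, 12 with pooled WT mice, 8 with the filter on low counts and 2 with the replicate block. Counts and shares in cortex, the IPTG counts and the genes changed by late lowering moved, and the cause was not tested unless stated. Of 36 results for IPTG counts 28 stayed within 1.5 times and 8 moved, of 44 for dysregulated genes 36 and 8, of 80 for genes changed by lowering 56 and 24, and of 12 for genes shared by the ages 11 and 1. Of 110 reversed shares 45 stayed within their Wilson interval and 65 moved. Of 40 mean disease scores 31 kept their direction and side of the threshold. Among 240 results for single genes and gene overlaps, 226 stayed the same, 3 moved, 8 became stronger and 2 weaker, and *Htt* of LacQ140_8M in the 12-month striatum reversed, from -0.001 to 0.002 with DESeq2.

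With only the 2 groups compared in the fit, 126 genes responded to IPTG in the 6-month and 13 in the 12-month striatum. The signature then held 486 genes in the 6-month and 441 in the 12-month cortex. Lowering against LacQ140 gave 24 genes for LacQ140_A in the 6-month cortex, 1896 for LacQ140_A, 2 for LacQ140_2M and 2 for LacQ140_8M in the 12-month cortex, and 1 for LacQ140_8M in striatum. Of the 1896 genes 58.9% rose, against 86.7% with all groups fitted. With DESeq2, 127 genes responded to IPTG in the 12-month striatum and 15 in the 12-month cortex, the 12-month cortical signature held 61 genes, of the 64 genes behind it 39.1% rose against 25.8% with edgeR, and 14 cortical genes were shared by the ages. Lowering gave 17 genes for LacQ140_A and 7 for LacQ140_2M in the 6-month cortex, 0 for LacQ140_2M in the 12-month cortex, with 1528 at an unadjusted p-value under 0.05, and 1 for LacQ140_8M in striatum. With genes kept by filterByExpr, 150 genes responded to IPTG in the 12-month striatum, of which 44.7% rose against 62.3% before the filter, and the 12-month cortical signature held 55 genes. Lowering then gave 11 genes for LacQ140_A in the 6-month cortex, 9 for LacQ140_A and 1 for LacQ140_2M in the 12-month cortex, and 1 for LacQ140_8M in striatum. With sex as a covariate, lowering gave 9 genes for LacQ140_A in the 6-month cortex and 1 for LacQ140_8M in the 12-month cortex.

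Replicate numbers did not pair the mice: residuals of libraries with the same number in different groups correlated by -0.031, -0.021, -0.023 and 0.032 on average in the 6- and 12-month striatum and the 6- and 12-month cortex, against 0.008, 0.005, 0.007 and -0.008 for different numbers. With a replicate block, 14 genes responded to IPTG in the 12-month striatum, of which 50.0% rose, and lowering gave 4 genes for LacQ140_8M in striatum, and 13 for LacQ140_2M and 1 for LacQ140_8M in the 12-month cortex. With the replicate block the reversed share in the 12-month striatum was 23.94% (LacQ140_A), 16.66% (LacQ140_2M) and 6.77% (LacQ140_8M). It was 30.03% for LacQ140_A in the 6-month cortex, and 54.48%, 49.02% and 45.09% in the 12-month cortex in the same order of groups. In cortex these shares were taken over larger signatures, of 606 genes at 6 months and 916 at 12 months with the replicate block, against 380 and 61 without it, so that they do not cover the same genes.

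With WT mice of both kinds pooled as the control, the cortical signature held 594 genes at 6 months and 65 at 12 months. The reversed shares were then 39.3% (LacQ140_A) and 43.07% (LacQ140_2M) in the 6-month striatum, and 26.08%, 16.9% and 4.66% (LacQ140_8M) in the 12-month striatum. In cortex they were 30.6% and 44.51% at 6 months, and 53.09%, 33.33% and 11.11% at 12 months. With the transcript-length slope as a covariate, 43 genes responded to IPTG in the 12-month striatum and 153 in the 12-month cortex, and the cortical signature held 505 genes at 6 and 130 at 12 months. Lowering gave 13 genes for LacQ140_A and 8 for LacQ140_2M in the 6-month cortex, 25, 45 and 3 for LacQ140_A, LacQ140_2M and LacQ140_8M in the 12-month cortex, and 1 for LacQ140_8M in striatum. The reversed share with the slope was 15.7% for LacQ140_2M and 2.79% for LacQ140_8M in the 12-month striatum, and 15.38% for LacQ140_8M in the 12-month cortex.

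With the negligible class between -0.2 and 0.2, a narrower class by construction, the reversed shares rose in every tissue and age. They were 41.53% (LacQ140_A) and 51.96% (LacQ140_2M) in the 6-month striatum, 37.02%, 26.6% and 8.09% (LacQ140_8M) in the 12-month striatum, 33.16% and 45.26% in the 6-month cortex, and 59.02%, 37.7% and 11.48% in the 12-month cortex. In the same order, exact integration gave 21.06% and 21.32%, 11.06%, 6.27% and 0.93%, 10.79% and 15.26%, and 18.03% and 8.2%, with LacQ140_8M cortex at 3.28% as before. The covariance of both effects, entered with exact integration, gave 24.95% and 28.96%, 15.82%, 9.53% and 1.85%, 15.79% and 22.37%, and 27.87% and 11.48%, with LacQ140_8M cortex again at 3.28%. Each other share was above that of exact integration alone. The fall from the main shares thus came with the integration and not with the covariance. Over genes dysregulated at both ages the shares were 46.67% and 51.91%, 22.88%, 7.57% and 1.0%, 14.29% and 14.29%, and 21.43%, 14.29% and 0.0%. Separate LacQ140 subsets, with fewer mice in each effect, gave 26.15% and 28.15%, 17.16%, 12.03% and 3.02%, 9.78% and 12.29%, and 17.57%, 3.98% and 0.88%.

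The mean cortical scores at 6 months changed direction with the setting, from 1.759 (LacQ140_A) and 1.565 (LacQ140_2M) to 0.53 and 0.26 with all expressed genes, 0.339 and -0.445 with a prior count of 0.5, 0.786 and 0.646 with DESeq2's size factors, and 0.665 and 0.5 with the transcript-length slope regressed out. The LacQ140_8M striatal score was 0.914 with all expressed genes and no longer past the threshold. The cortical scores rest on few genes: the weights used 5 to 1786 genes at 6 months and 1 to 2167 at 12 months.

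With 1 library left out at a time, the signature of the 6-month striatum lay between 2388 and 2857 genes and that of the 12-month striatum between 3043 and 3373. Genes changed by lowering lay between 531 and 746 (LacQ140_A) and between 338 and 519 (LacQ140_2M) in the 6-month striatum, and between 262 and 381 and between 181 and 249 in the 12-month striatum. The IPTG count lay between 112 (without WT M3) and 288 (without WT + IPTG F4) in the 6-month striatum, between 1 (without WT + IPTG F1) and 412 (without WT + IPTG M4) in the 12-month striatum, and between 103 (without WT M5) and 330 (without WT F4) in the 6-month cortex. The cortical signature lay between 141 (without WT + IPTG M3) and 380 (without WT + IPTG M4) genes at 6 months and between 15 (without WT + IPTG M1) and 47 (without WT + IPTG M5) at 12 months. For LacQ140_A the counts lay between 0 (without LacQ140_A M1) and 13 (without LacQ140_A M5) in the 6-month cortex and between 1 (without LacQ140_A F4) and 19 in the 12-month cortex, and for LacQ140_2M in the 12-month cortex between 10 (without LacQ140_2M M5) and 32.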

Differences from the paper's values

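The tests with the transcript-length slope, without 1 library and over genes dysregulated at either age were chosen only after results were seen. A gap is called closed where the larger of the 2 values was at most 1.5 times the smaller, which does not mean that they were equal. For IPTG in the 12-month striatum the paper reports 191 genes and 77 were called here. Of the alternatives set before the data were examined, the filter on low counts gave 150 and closed the gap, and DESeq2 (127), DESeq2's size factors (66), sex as a covariate (59), the replicate block (14), the fit of 2 groups (13), no fold change bound (91) and a 15% bound (88) did not. Without WT + IPTG M4, a fit added after seeing the values, 412 genes were called. For the 6-month cortex the paper reports 356 genes responding to IPTG and 219 were called. Of the alternatives set before the data were examined, DESeq2, the filter on low counts and sex as a covariate (at least 240 genes each) closed the gap, and the others, from 150 to 227, did not. The transcript-length slope, with 295 genes, and the fit without WT F4, with 330, also closed it and were chosen after seeing the values. For the 12-month cortex the paper reports 17 genes responding to IPTG and 0 were called, with 2001 at an unadjusted p-value under 0.05; of the alternatives set before the data were examined DESeq2 closed the gap, with 15 genes, and the others gave 0.

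For the LacQ140 signature of the 6-month cortex the paper reports 650 genes and 288 were called. Of the alternatives set before the data were examined, the fit of 2 groups (486) and pooled WT mice (594) closed the gap, and the others run in edgeR or with DESeq2 alone, from 262 to 417, did not; the transcript-length slope, chosen after seeing the values, gave 505. On the DESeq2 estimates behind the RP, the signature held 647 genes with pooled WT mice, 606 with the replicate block and 491 with the filter on low counts, which closed the gap, and 427 with sex as a covariate, which did not; it held 557 with the transcript-length slope, chosen after seeing the values, which closed it. For the 12-month cortex the paper reports 164 genes and 31 were called, and none of the alternatives set before the data were examined closed the gap, with 441 genes in the fit of 2 groups and 24 to 65 in the others run in edgeR or with DESeq2 alone; the transcript-length slope, chosen after seeing the values, gave 130. On the DESeq2 estimates behind the RP, it held 69 genes with sex as a covariate, 81 with pooled WT mice, 90 with the filter on low counts and 916 with the replicate block, none of which closed the gap; with the transcript-length slope, chosen after seeing the values, it held 117, which closed it. The paper reports 25 cortical genes shared by the ages and 9 were shared here, and none of the alternatives set before the data were examined closed the gap (from 7 to 14 genes). In Supplemental Table 5 the paper calls 2 genes of the 266-gene list reversed in LacQ140_8M mice and 1 was called here, as under each of the alternatives set before the data were examined.

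Reversed shares of the paper were read by eye from Fig. 4A. In the 12-month striatum the share for LacQ140_A is about 35% in Fig. 4A and was 21.16% here. Of the alternatives set before the data were examined, the bounds of -0.2 and 0.2 (37.02%), pooled WT mice (26.08%) and the replicate block (23.94%) closed the gap. The share for LacQ140_2M is about 27% in Fig. 4A and was 13.4%, and of the alternatives set before the data were examined the bounds of -0.2 and 0.2 (26.6%) alone closed the gap. The share for LacQ140_8M is about 9% in Fig. 4A and was 3.42%, and the bounds of -0.2 and 0.2 (8.09%) and the replicate block (6.77%) closed the gap. In the 6-month cortex the share for LacQ140_A is about 36% in Fig. 4A and was 19.74%, and the bounds of -0.2 and 0.2 (33.16%), pooled WT mice (30.6%) and the replicate block (30.03%) closed the gap. In the 12-month cortex the share for LacQ140_A is about 73% in Fig. 4A and was 39.34%, and the bounds of -0.2 and 0.2 (59.02%), pooled WT mice (53.09%) and the replicate block (54.48%) closed the gap. The share for LacQ140_2M there is about 35% in Fig. 4A and was 19.67%, and the bounds of -0.2 and 0.2 (37.7%), sex as a covariate (24.64%), pooled WT mice (33.33%) and the replicate block (49.02%) closed the gap. The share for LacQ140_8M there is about 12% in Fig. 4A and was 3.28%, and the bounds of -0.2 and 0.2 (11.48%) and pooled WT mice (11.11%) closed the gap; the transcript-length slope, chosen after seeing the values, gave 15.38%. For each of these shares the other alternatives set before the data were examined did not close the gap.

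Over genes dysregulated at either age in striatum, the paper reports that at most 54% were reversed in the early-lowered groups at 6 months, against 34.36% here, and between 27% and 35% at 12 months, against 11.68% and 20.63%. No alternative set before the data were examined was run over the genes of either age. With the bounds of -0.2 and 0.2 over these genes, an analysis chosen after seeing the values, the shares were 46.62% at most at 6 months, and 21.66% and 33.27% at 12 months, which closed the gaps. Over the signature of the same age and with these bounds, set before the data were examined, they were 51.96% at most at 6 months, and 26.6% and 37.02% at 12 months.

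In Fig. 5 the paper marks *Ppp1r1b* as partially reversed in 12-month LacQ140_A mice, where the overall reversal probability here was 0.884 and the class negligible. It marks *Pde10a*, *Drd1*, *Penk* and *Adcy5* as partially reversed in 12-month LacQ140_2M mice, where the probabilities were 0.72 for *Pde10a*, 0.653 for *Drd1*, 0.702 for *Penk* and 0.937 for *Adcy5*, all in the negligible class. With the bounds of -0.2 and 0.2, set before the data were examined, the probabilities were 0.996 for *Ppp1r1b* in LacQ140_A mice, and 0.987, 0.963, 0.998 and 1.0 for *Pde10a*, *Drd1*, *Penk* and *Adcy5* in LacQ140_2M mice, and each of these was partially reversed. With the same bounds *Adcy5* was also partially reversed in 12-month LacQ140_A mice (0.961), which Fig. 5 does not mark.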

Other observations

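The tests with separate and held-back LacQ140 subsets, with transcript length, of temperature and clock genes, of the region around *Htt* and of *Abhd1* in single mice were chosen only after the results they address were seen. In cortex, the mean reversed share with 1 LacQ140 subset in both effects was at least 2.55 times that with separate subsets in each group, at 29.11% and 40.48% for LacQ140_A and LacQ140_2M at 6 months and 44.72% and 32.46% at 12 months, which is consistent with a share that comes in part from LacQ140 libraries used in both effects. In cortical data simulated without a treatment effect, where those libraries are also shared, 4.6% (LacQ140_A) and 4.0% (LacQ140_2M) were reversed at 6 months and 5.64% and 5.4% at 12 months, under the 19.74%, 31.84%, 39.34% and 19.67% of the real data. The simulated signatures held 1068 and 947 genes on average, against 380 and 61, so how far the sharing goes stays open. In the striatum of the early-lowered groups, the lowest share over 6 divisions with separate subsets was 21.12% (LacQ140_A) and 22.46% (LacQ140_2M) at 6 months and 13.63% (LacQ140_A) at 12 months, above every share of a held-back subset at the same age, which argues against the shared libraries as the cause there. For LacQ140_2M at 12 months the lowest share, 9.36%, lay under the highest share without treatment, 11.5%, and the shared libraries stay open as a part of it. For LacQ140_8M striatum the shares lay under that 11.5%, and reversal was not distinguished from that without treatment. In simulated data without a treatment effect 2.32% (LacQ140_A) and 2.0% (LacQ140_2M) of genes were reversed in the 6-month striatum, over signatures of 3309 genes on average, more than the 2673 of the real data, so these values are a lower reference only.

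For each comparison the labels of its 2 groups were redrawn. In striatum the real split alone, 1 of 40, gave as large a count for the signature at both ages (highest other count 418 at 6 and 53 at 12 months), for the IPTG count at 6 months (highest other 4), for LacQ140_A at 6 months (17) and for LacQ140_2M at 12 months (41). For LacQ140_2M at 6 months 2 of 40 splits did so (highest other 470), as for IPTG (113) and LacQ140_A (607) at 12 months, and for LacQ140_8M 21 of 40. The reversed share on edgeR estimates was largest in the real split alone, 1 of 40, for both early groups at both ages in striatum (highest others 13.8% and 21.45% at 6 months, 13.28% and 9.98% at 12 months), and 4 of 40 splits were as large for LacQ140_8M. The 266-gene counts, dysregulated and reversed, were largest in the real split alone for each group and age (highest other count of reversed list genes 20). The numbers of genes shared by the ages were as large in 1 of 40 splits in both tissues, but the other splits had 0 shared genes, as had each other split for the 1 reversed list gene of LacQ140_8M, and few genes were called in most of them, so that these comparisons add little.

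In cortex the real split alone gave as many genes for IPTG at 6 months (highest other 71), for the signature at both ages (45 and 1) and for LacQ140_A at 12 months (1). For LacQ140_A at 6 months 2 of 40 splits gave as many genes (up to 27) and as large a share (23.54% against 22.92%), and for LacQ140_2M at 12 months 9 gave as many genes (up to 918) and 29 as large a share. The share was largest in the real split alone for LacQ140_2M at 6 months and LacQ140_A at 12 months (highest others 29.54% and 25.0%), and 6 of 40 were as large for LacQ140_8M. Where 0 genes were called, for LacQ140_2M at 6 months and IPTG and LacQ140_8M at 12 months, 40 of 40 splits gave at least as many. With 40 splits a share under 0.05 requires that the real split stands alone.

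Fewer LacQ140 genes were called in cortex at 12 than at 6 months with all groups fitted in edgeR (31 against 288), and the 12-month libraries had lower counts on long transcripts. The fall depends on the fit: with only the 2 groups in it 441 and 486 genes were called, and on DESeq2 estimates with the replicate block 916 and 606. Of the called genes 48 of 288 at 6 months and 8 of 31 at 12 months had a longest transcript of at most 2000 nt, and this fall among short transcripts argues against lower counts on long transcripts as the whole cause. Genes with longer transcripts fell from 240 to 23, and with the slope as a covariate the signature held 505 genes at 6 and 130 at 12 months, so that transcript length may account for a part. Differences between libraries that follow transcript length were also large within one age: the fold changes of genes correlated with length by 0.552 for LacQ140_8M in striatum, -0.437 for LacQ140_A and -0.466 for LacQ140_2M in the 12-month cortex (Spearman's rho across genes, which are not independent replicates; 99.96% of expressed genes had a length). With the slope as a covariate, the reversed share of LacQ140_A in the 12-month cortex fell from 39.34% to 29.06%, a ratio of 1.35, within the bound of 1.5 times set for this test. The largest ratio of the share without the slope to that with it was 1.03 over the early-lowered groups of the 6-month cortex and 0.97 over those of the striatum. These ratios argue against transcript length as the whole cause of the reversal called in those groups, and for LacQ140_A in the 12-month cortex a part stays open. The LacQ140_8M striatal score of 0.905 with the slope regressed out still differed from LacQ140 (exact permutation p = 0.0053, n = 9 each), which argues against it there too. *Htt* was lower in LacQ140_8M than in LacQ140 striatum with the slope as a covariate (log2 fold change -0.12, SE 0.036, unadjusted edgeR p = 0.0021, adjusted p = 1), where no difference was seen without it. This is consistent with library differences that hide a small fall in *Htt*, a long transcript, but it does not pass the correction over all genes.

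A strain variant next to the knock-in allele was tested as a source of LacQ140 genes around *Htt* on chromosome 5. Within 10 Mb of *Htt* on either side, and leaving out *Htt* and *Abhd1*, 17 of 135 genes with a mean of at least 1 log2 CPM were in the 6-month striatal signature (12.59%, against 14.39% elsewhere) and 30 of 138 at 12 months (21.74%, against 17.26%). Of windows of that size elsewhere 34.3% had a lower share at 6 months and 82.4% at 12 months, and in cortex 1 of 137 and 0 of 133 genes were in the signature. The region as a whole thus argues against such variants as a source of many LacQ140 genes. Of the change of these genes in LacQ140 mice, the median share left in LacQ140_A mice was 0.86 at 6 and 0.73 at 12 months (elsewhere 0.60 and 0.66), and in LacQ140_8M mice 0.80 (elsewhere 0.85). The LacQ140 libraries enter both effects, which can lower the share left, and its value without a treatment was not estimated, so that variants which lowering leaves in place stay open for these genes. At 6 months 12 of the 17 genes kept at least 0.8 of their change in LacQ140_A mice (501 of 1926 elsewhere). In LacQ140_2M mice 6 of the 17 did so (190 of 1926 elsewhere), and the median share left was 0.59 (elsewhere 0.50).

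*Abhd1*, on the chromosome of *Htt*, rose in LacQ140 mice in both tissues at both ages and did not respond to lowering. Each mouse was placed by its *Abhd1* level on the side of the WT or of the LacQ140 genotypes, and 4 of 110 mice lay on the other side, all 4 of them in both tissues. They were WT + IPTG F2 at 12 months (7.75 CPM in striatum and 6.08 in cortex), and at 6 months LacQ140_2M M4 (2.80 and 1.79), LacQ140_A F4 (2.53 and 1.81) and LacQ140_A M5 (2.89 and 2.07). That the same 4 mice stood out in both tissues is consistent with a strain variant next to the knock-in allele, which crossing over can part from it, as the paper states that the allele was backcrossed to C57BL/6J. Of the 4 mice 0 had a striatal disease score within the range of the other genotype, which argues against a mislabelled sample. The 3 LacQ140 mice of the 6-month groups scored 0.491, 0.614 and 0.522, against at most 0.433 in WT mice with and without IPTG. WT + IPTG F2 scored -0.127, against at least 0.398 in the LacQ140 genotypes at 12 months. The rise of *Abhd1* may therefore not be a response to m*Htt*. Besides *Abhd1*, and leaving out *Htt* and genes under a mean of 1 log2 CPM, 3 genes were in the signature of both tissues at both ages, *Homer1*, *Il33* and *Srarp*, all fallen.

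Marker lists of cell types and brain regions were compared in 162 tests. In LacQ140 against WT + IPTG mice of the 6-month striatum (n = 10 each) the oligodendrocyte list fell by 0.338 on the log2 scale (permutation test, adjusted p = 0.0032), the astrocyte list by 0.198 (adjusted p = 0.012), the microglia list by 0.239 (adjusted p = 0.0049) and the endothelial list by 0.282 (adjusted p = 0.0072). At 12 months the astrocyte list fell by 0.227 (exact permutation test, adjusted p = 0.0092), the microglia list by 0.127 (adjusted p = 0.021) and the endothelial list by 0.282 (adjusted p = 0.0072). Against LacQ140, the microglia list was higher by 0.193 (adjusted p = 0.0049) and the endothelial list by 0.192 (adjusted p = 0.0089) in 6-month LacQ140_A striatum, and the endothelial list by 0.18 (adjusted p = 0.02) in LacQ140_2M striatum. In the 6-month cortex of LacQ140 mice the thalamus list fell by 0.153 (adjusted p = 0.022) and the endothelial list by 0.215 (adjusted p = 0.0062), and in LacQ140_A mice the microglia list was higher by 0.175 (adjusted p = 0.0049) and the endothelial list by 0.197 (adjusted p = 0.016). Among LacQ140_A mice, the cortical excitatory list of the 12-month cortex differed by -0.232 (adjusted p = 0.048), the thalamus list by -0.215 (adjusted p = 0.048), the microglia list by -0.143 (adjusted p = 0.048), the hypothalamus and septum list by 0.345 (adjusted p = 0.026) and the interneuron list by 0.275 (adjusted p = 0.049). No comparison of the choroid plexus list passed. No explanation was tested for these differences.

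Temperature and clock lists were compared in 72 tests. The cold-induced list was higher in LacQ140 than in WT + IPTG mice by 0.478 in the 6-month striatum (permutation test, adjusted p = 0.0032) and by 0.395 in the 6-month cortex (adjusted p = 0.0027). Against LacQ140 it differed by -0.326 in LacQ140_A (adjusted p = 0.0084) and -0.316 in LacQ140_2M striatum (adjusted p = 0.0076), and by -0.247 in LacQ140_A cortex (adjusted p = 0.014). It differed by -0.368 in the 12-month cortex between WT + IPTG and WT (adjusted p = 0.043). The list that follows *Arntl* differed by -0.231 in LacQ140 (adjusted p = 0.0027) and by 0.204 in LacQ140_2M against LacQ140 (adjusted p = 0.0027) in the 6-month striatum, and by -0.357 in LacQ140 at 12 months (exact permutation test, adjusted p = 0.0019). The list that follows the *Per* genes differed in the 12-month striatum by -0.597 in LacQ140 (exact permutation test, adjusted p = 0.00078), and by 0.282 (adjusted p = 0.005) and 0.306 (adjusted p = 0.0084) in LacQ140_A and LacQ140_2M against LacQ140. It differed in the 6-month cortex by -0.272 (adjusted p = 0.04) and -0.186 (adjusted p = 0.013) in LacQ140_A and LacQ140_2M. No comparison of the heat-induced list passed, and whether these differences follow m*Htt* or the time and order of collection was not tested.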
